# Neuronal activity-dependent gene expression is stimulus-specific and changes with neuronal maturation

**DOI:** 10.3389/fnmol.2025.1609772

**Published:** 2025-10-09

**Authors:** Jeronimo Lukin, Maximiliano S. Beckel, Olivia Pedroncini, Sebastian A. Giusti, Giuliana C. Di Mauro, Ivana Marcela Linenberg, Ines Lucia Patop, Ariel Chernomoretz, Antonia Marin-Burgin, Sebastian Kadener, Damian Refojo

**Keywords:** neuronal development, activity-regulated gene expression, immediate-early genes, comparative transcriptomics, KCl, Bicuculline, TTX withdrawal

## Abstract

**Introduction:**

Neuronal activity-dependent gene expression is fundamental to a wide variety of brain functions. The field of neuronal activity-induced gene expression has advanced greatly due to studies performed in early neuronal cultures (7 to 10 DIV) and stimulated with different activation protocols. However, the effect of the developmental stage as well as the influence of specific protocol stimuli like potassium chloride (KCl)-induced depolarization, bicuculline (Bic)-mediated synaptic activation and TTX-withdrawal (TTXw) on activity-induced transcription has not been systematically studied.

**Methods:**

To analyze the influence of neuronal maturation on activity-induced transcription, we used neuronal primary cultures to compare electrophysiological and transcriptional responses at 7 days *in vitro* (DIV) and 21 DIV upon KCl and Bic stimulation. Also, mature neurons in culture were subjected to treatments with KCl, Bic and TTXw and the transcriptional changes were assessed by RNA-Seq and *post-hoc* bioinformatic analysis.

**Results:**

Our results demonstrate that the developmental stage of neurons profoundly influences neuronal firing and gene expression. The response to KCl and Bicuculline was dramatically different, even though these compound-based activation protocols have been widely used and considered as methods that produce equivalent effects. Therefore, we next asked how 21DIV neurons, more advanced in their development, react to different stimuli and observed that KCl, Bic and TTXw, which trigger different firing patterns, induce specific transcriptional profiles with unique temporal dynamics and activating a variety of gene groups.

**Conclusion:**

These findings hold both technical and conceptual significance. Technically, they underscore the importance of accounting for neuronal maturation and activation protocols when studying gene expression. Conceptually, they demonstrate that neuronal development and drug-induced firing patterns generate distinct expression profiles, which could be crucial for a deeper understanding of transcription-dependent plasticity mechanisms.

## Introduction

Activity-dependent gene expression is a molecular mechanism in neurons crucial for multiple cognitive, sensory-motor, developmental, and emotional adaptive processes (Benito et al., 2011; Yap and Greenberg, 2018). Immediate early genes (IEGs) are rapidly induced upon neuronal stimulation in a protein synthesis-independent manner (Fowler et al., 2011; Greenberg et al., 1985; Morgan et al., 1987). Numerous studies have demonstrated that various external stimuli activate the expression of IEGs, including growth factors (Cochran et al., 1983; Cole et al., 1989), neurotrophins (Ghosh and Greenberg, 1995; Martinowich et al., 2003), glutamate (Bading et al., 1993), NMDA (Pappas et al., 2012), electrical stimulations (Lee et al., 2017), potassium chloride (KCl)-induced depolarization (Carullo et al., 2020; Kim et al., 2010; Malik et al., 2014; Tyssowski et al., 2018), Bicuculline (Bic) (Bas-Orth et al., 2017; Benito et al., 2011; Rienecker et al., 2022; Tyssowski et al., 2018; Zhang et al., 2007), and Tetrodotoxin withdrawal (TTXw) (Rao et al., 2006; Saha et al., 2011). From these studies, specific IEGs, such as Fos, Arc, Npas4, Homer1, Igf1, and Bdnf, have been further characterized for their roles in neuronal function and plasticity (Barth et al., 2004; Bateup et al., 2013; Diering et al., 2017; Hu et al., 2010; Jakkamsetti et al., 2013; Joo et al., 2016; Mardinly et al., 2016; Rial Verde et al., 2006; Shepherd and Bear, 2011; Spiegel et al., 2014; Sun and Lin, 2016). Importantly, not all IEGs respond to every activation stimulus, and the mechanisms underlying these differences are not yet fully understood.

The impact of electrical activity on neuronal development and connectivity is well documented, both in cell culture and *in vivo* paradigms (Andreae and Burrone, 2014; Fields and Nelson, 1992; Goodman and Shatz, 1993; Martens et al., 2016; Shatz, 1990; Spitzer, 2006; Valor et al., 2007). However, there is a significant knowledge gap in systematic research regarding how activity-dependent gene expression programs vary at different stages of maturation. Much of our knowledge about IEG mechanisms originates from studies conducted on primary neuron cultures stimulated at 7–10 days *in vitro* (DIV). However, at this developmental stage, neurons are not fully mature, raising the question about the influence of neuronal development on activity-induced gene expression.

The temporality of neuronal activation is another critical factor for shaping activity-dependent gene expression programs. While increased frequencies of electrical stimulation correlate with increased expression levels of c-fos (Sheng et al., 1993), the duration of neuronal activation also plays a significant role in shaping gene expression (Lee et al., 2017; Tyssowski et al., 2018). Moreover, specific bursting patterns of neuronal activation exert differential effects over gene expression profiles, even when neurons receive the same number of electric stimulations (Iacobas et al., 2019; Lee et al., 2017; Sheng et al., 1993). However, these studies utilized prolonged activation protocols (up to 5 h), potentially confounding interpretation due to homeostatic phenomena. Additionally, these studies were performed in dorsal root ganglion (DRG) neurons, which remain silent in culture and lack dendrites and synaptic contacts. Consequently, the impact of acute activation patterns on gene expression in cultured cortical neurons needs to be further elucidated.

Here, we investigate the influence of neuronal development on the transcriptional response to activity by conducting a comparative analysis of the activity-induced gene expression between 7DIV and 21DIV neurons in culture stimulated by synaptic activity (Bic) and massive depolarization (KCl). Additionally, to address how different activity patterns influence gene transcription in neurons, we performed a comparative analysis of global gene expression in neurons acutely activated with KCl, Bic, and TTX withdrawal. Overall, our findings suggest that the transcriptional response to activity-driven stimulation is strongly influenced by the progression of neuronal development and that different modalities of neuronal activity elicit specific transcriptional programs with unique and distinct temporal dynamics.

## Methods

### Mouse primary neuronal cultures

Neurons were dissected from embryonic day 16.5 (E16.5) CD1 embryos of mixed sex. Culture preparation was performed as previously described, obtaining neuronal enriched cultures with minimal glial contribution (Giusti et al., 2024). Briefly, cortex and hippocampus from CD1 mouse embryos were dissected to focus on a broad transcriptional response to neuronal activity rather than region-specific effects. Neuronal suspension was prepared through Trypsin digestion and mechanical disruption of the tissue. Neurons were plated in 24 multi-well plates at a density of 80 cells/mm2 (150.000 cells per well) and maintained in neuronal maintenance medium containing Neurobasal-A media (ThermoFisher) with 2% B27 and 0.5 mMGlutaMAX-I (ThermoFisher) at 37 °C and 5% CO2. CD1 mice were provided by our Specific Pathogen Free Animal Facility. All procedures were done in accordance with local regulations and the NRC Guide for the Care and Use of Laboratory Animals, followed at IBioBA-CONICET and approved by the local Institutional Animal Care and Use Committee (Protocol number 2020-02-NE) and were following the general guidelines of the National Institute of Health (NIH, USA).

### Stimulation protocols

Neurons were incubated in 1mL of neuronal maintenance medium and used either at 19–23 DIV (“21DIV”) or at 7DIV when indicated. Stimulations were performed in the same medium, by adding drugs at the final concentrations specified. No previous silencing was applied in any of the stimulation protocols. Massive membrane depolarization was achieved by applying 55 mM extracellular potassium chloride (KCl). We triggered neuronal activity by treating neurons with 50 μM Bicuculline (Sigma) to induce synaptic stimulation. As indicated in the 7 DIV−21 DIV comparison, we also added 2.5 mM 4-Aminopyridine (Sigma) to the 50 μM Bicuculline treatment. To prepare the stimulation solutions, 50 μL of conditioned medium was removed from each well and replaced with 50 μL of a 20X concentrated KCl or Bicuculline solution respectively to achieve the final treatment concentration. Basal wells were handled in the same way, except that no drug was added.

Synaptic rebound was induced by performing TTX withdrawal (Rutherford et al., 1997; Saha et al., 2011; Turrigiano et al., 1998). Cultures were treated with 1 μM TTX (Tocris) for 48 hs, and the TTX was then washed out through seven exchanges of 1 ml of medium with fresh control medium. Control neurons were washed identically and processed in parallel. Results are shown in comparison to TTX control situation (silenced neurons TTX, 48 hs). Each stimulation was sustained until the indicated time.

### RNA sequencing and analysis

RNA from primary neuron cultures RNA was extracted using the RNeasy mini kit (QIAGEN) with in-column DNase treatment (QIAGEN) according to the manufacturer's instructions.

15–25 ng of RNA were used as input for preparing 3′ RNA sequencing libraries following CelSeq2 protocol (Hashimshony et al., 2016), changing the UMI to six bases. Sequencing was performed on Illumina NextSeq 500 system. Raw reads were aligned to Mus musculus genome (version mm10) using STAR (Dobin et al., 2013). Reads were quantified using End Sequence Analysis Toolkit (Derr et al., 2016) for 3′ RNA libraries. Three experimental replicates were made in most of the conditions (with an *n* = 2 and *n* = 4 in some specific time-points). Differential gene expression analysis was performed with DESeq2 R package. Differential gene expression analysis was done with edgeR (Robinson et al., 2010). We excluded from the analysis genes that do not reach 5 Counts per million (CPMs) mapped reads in at least two samples. Reads were normalized by the trimmed mean method (TTM) for each time point before differential expression analysis. Significant differential expression used a cutoff of FDR < 0.05 and fold-change of at least ±1.5. Genes were grouped and ordered according to similar behaviors and dynamics through the Ward. D2 algorithm of the R package called Hierarchical Clustering when presenting gene expression levels in heatmaps.

### Data availability

The bulk RNA-seq data generated in this study are publicly available at Gene Expression Omnibus (GEO) with accession number GSE277512. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE277512.

### Gene ontology enrichment analysis and gene clustering

Enrichment analyses were performed using the EnrichmentBrowser package (Geistlinger et al., 2016). For the GO analysis, categories with a number of genes between 20 and 200 were considered. Those categories with FDR-adjusted *p-value* < 0.05 were considered significant.

Clustering of gene time profiles was made from a distance matrix calculated as one minus the correlation of gene expression values. Only genes that were significant in at least one time point were considered. We considered the dynamic-tree cut method (Langfelder et al., 2008) to infer clusters from the obtained hierarchical dendrogram. In addition, a merging step was made to join the clusters whose mean profiles had a distance less than 0.3.

### Electrophysiological recordings

For electrophysiological recordings neuronal cultures were performed as described above, but cells were seeded on coverslips. Each coverslip was transferred to a chamber containing Artificial Cerebrospinal Fluid solution (ACSF) (in mM): 125 NaCl, 2.5 KCl, 2.3 NaH_2_PO_4_, 25 NaHCO_3_, 2 CaCl_2_, 1.3 MgCl_2_, 1.3 Na^+^ ascorbate, 3.1 Na^+^ pyruvate, and 10 dextrose (315 mOsm). Continuous bubbling with 95% O_2_/5% CO_2_ was administrated to the bath. Recordings were made in neurons of 7DIV and 21DIV. Whole cell current clamp recordings were performed using microelectrodes (4–6 MΩ) with an internal solution of potassium gluconate (in mM): 120 potassium gluconate, 4 MgCl2, 10 HEPES buffer, 0.1 EGTA, 5NaCl, 20KCl, 4ATP-tris, 0.3 GTP-tris, and 10 phosphocreatine (pH = 7.3; 290 mOsm). Recordings were obtained using Multiclamp 700B amplifiers (Molecular Devices), digitized and acquired at 20 kHz on a desktop computer using pClamp10 software (Molecular Devices). Spontaneous activity was recorded in current clamp mode before and during the infusion of the drugs to the bath. For KCl treatment, the resulting firing rate was calculated during the short period of depolarization compared to the first 30 s of the recording in basal conditions. Non-stimulated recordings were performed for 60 s. For Bic treatment, 45% of evaluated neurons were responsive to the treatment. In those neurons, we compared a 40 s window after the neurons are exposed to Bic with the first 30 s of the recordings in basal conditions. KCl and Bic were directly infused by pipetting a small volume into the bath reaching the final desired concentration in each case. When a drug was infused into the bath, only one neuron per coverslip was recorded to ensure that the neurons had not been previously stimulated. For TTXw recordings, coverslips were transferred to a TTX containing chamber. Spontaneous activity was recorded in current clamp mode before and after perfusing the neurons with ACSF to washed out TTX from the bath. Membrane capacitance and input resistance were obtained from current traces evoked by a hyperpolarizing step of 10 mV. Series resistance was typically 10 to 20 MΩ, and neurons were discarded if it exceeded 40 MΩ. To measure miniature excitatory postsynaptic currents (mEPSCs), recordings were performed in voltage clamp at −70 mV in the presence of 0.5 μM TTX in the bath.

### Western blots

Cells and tissue were lysed in RIPA buffer containing protease inhibitors (Roche). Protein samples were separated by 8%−10% SDS-PAGE and transferred to 0.2-μm PVDF membranes (Millipore). Chemiluminescence signal was acquired in a ChemiDoc station (BioRad) and analyzed using Image J. For ERK and phosphoERK detection the following primary antibodies were used at a 1:1000 dilution: rabbit Phospho-p44/42 MAPK -Erk1/2- (Cell Signaling Technology #9101) and rabbit p44/42 MAPK -Erk1/2- (Cell Signaling Technology #4695). Secondary antibody anti-rabbit IgG, HRP-linked Antibody (Cell Signaling Technology #7074) was used at a 1:4000 dilution.

### Immunofluorescence staining

Immunofluorescence staining were performed as previously described (Refojo et al., 2011). In brief, neuronal cultures were fixed with pre-warmed 4% paraformaldehyde containing 5% sucrose for 20 min at room temperature and then washed with phosphate-buffered saline (PBS). Samples were permeabilized and blocked in 5% BSA (Sigma Aldrich), incubated with primary antibodies (overnight at 4 °C), followed by Alexa dye-conjugated secondary antibodies (Invitrogen). Samples were mounted in VectaShield medium (Vector Laboratories). Primary antibodies used were used at a 1:100 dilution: anti-Synaptophysin rabbit policlonal (Abcam, ab 14692) and anti MAP2 chicken (Abcam, ab 5392). Secondary antibodies were used 1:2000: Goat anti-rabbit IgG (H+L) Alexa Fluor 594 (Invitrogen, A-11037) and Goat anti-Chicken IgY (H+L), Alexa Fluor^®^ 647 (Invitrogen, A-21449).

## Results

### The maturational stage of neurons influences neuronal firing and dictates the course of activity-driven transcription

Several studies have shown how basal transcriptional profiles change as neurons develop and their synaptic contacts increase and mature (Martens et al., 2016; Valor et al., 2007). However, how the degree of neuronal differentiation impacts the transcriptional programs induced by neuronal activity has not been systematically evaluated so far. 

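RNA of primary neurons cultured from cortex and hippocampus of mouse embryos was sequenced at 7DIV and 21DIV. The sample labels give 23 DIV for the samples that the paper groups as 21DIV. KCl was applied at 55 mM, and Bic stands here for 50 μM bicuculline, a blocker of GABA-A receptors, together with 2.5 mM 4-aminopyridine, a blocker of potassium channels. Samples were unstimulated (basal) or taken 15 or 180 min after the start of stimulation. Each condition had 3 replicate cultures, except Bic at 21DIV, with 2 at 15 min and 2 at 180 min, which gave 28 samples. The libraries were made from 3′ ends of transcripts by CEL-Seq2, aligned by the authors to mm10 with STAR and counted with the End Sequence Analysis Toolkit. The authors deposited whole-number counts per RefSeq transcript, without normalization. Of 97700 transcripts, 78905 matched a gene symbol of the GRCm38 annotation, and the remaining transcripts, with 18.5% of the counts, were not used. Transcripts of one gene that share a 3′ end repeat the same counts, so each of 28492 genes was represented by its transcript with the most counts. Counts on genes ranged from 1659722 to 4474968 per sample at 7DIV (median 2867836, n = 15) and from 1784170 to 14012872 at 21DIV (median 5088478, n = 13). Genes that exceeded 5 CPM, that is, counts scaled to the size of the library, in at least 2 samples were normalized by edgeR's TMM method and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For each stimulus and stage, 1 test covered both time points together, in 1 fit over all 28 samples. DEG had an adjusted p under 0.05 and a change of at least 1.5-fold in either direction at 1 or more time points.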

To address this question, we performed an RNA-seq analysis after stimulating either 7DIV or 21DIV neurons with two different activation modalities: synaptic activity by treating cells with Bic and membrane depolarization with KCl at different time points.

First, by evaluating 7DIV and 21DIV unstimulated neurons (Figure 1A) we observed that neurons exhibit a more complex morphology and a higher synaptophysin expression, validating the expected increase of synaptic contacts as maturation progresses (Figure 1B). In this line, neuronal maturation was also evident by a significant increase in the frequency of mEPSCs at 21DIV (Figures 1C–E). Accordingly, whole-cell patch-clamp recordings demonstrated that neurons at 7DIV displayed a low spontaneous firing rate, which significantly increased at 21DIV (Figure 1F), evidencing higher levels of network connectivity and basal activity in 21DIV cultures. Additionally, electrophysiological recordings revealed comparable resting membrane potentials at both stages (Figure 1G), but a significantly lower input resistance at 21DIV (Figure 1H), indicative of increased membrane conductance that occurs with cellular maturation.

**Figure 1:**
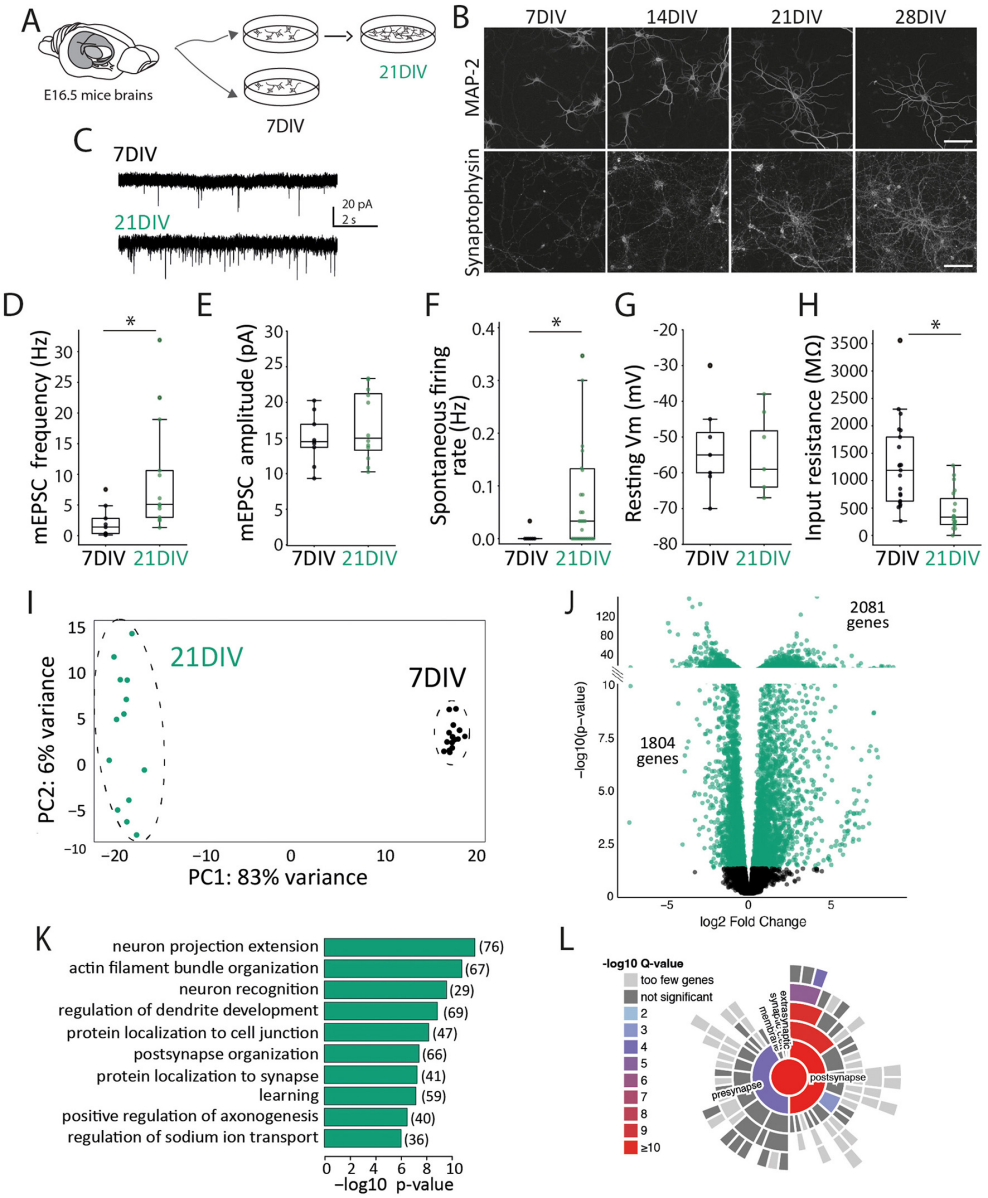
Developmental stage influences different neuronal molecular characteristics. **(A)** Experimental design: primary cortical neurons from E16.5 mouse brains were cultured for 7DIV (developing) and 21DIV (mature). **(B)** Immunocytochemistry of MAP2 and Synaptophysin at different developmental stages. Scale bar = 100 um. **(C)** Representative current-clamp recordings at 7DIV during KCl administration. Scale: *t* = 50 s. **(D)** Miniature excitatory postsynaptic currents (mEPSCs) frequency measured in 7DIV neurons (*n* = 9) compared to 21DIV neurons (*n* = 13). Each dot represents a single neuron measurement. Independent student's test: t-statistic = −2.293, *p-value* = 0.0329. **(E)** Miniature excitatory postsynaptic currents (mEPSCs) amplitude measured in 7DIV neurons (*n* = 9) compared to 21DIV neurons (*n* = 12). Each dot represents a single neuron measurement. Independent student's test: t-statistic = −0.956, *p-value* = 0.3509. **(F)** Spontaneous firing rate measured by patch clamp recordings in 7DIV neurons (*n* = 7) compared to 21DIV neurons (*n* = 30). Each dot represents a single neuron measurement. Independent Welch's *t*-test: t-statistic = −2.548, *p-value* = 0.0111. **(G)** Resting membrane potential measured by patch clamp recordings in 7DIV neurons (*n* = 12) compared to 21DIV neurons (*n* = 8). Each dot represents a single neuron. Independent student's test: t-statistic = −0.956134, *p-value* = 0.3509. **(H)** Input resistance measured by patch clamp recordings in 7DIV neurons (*n* = 21) compared to 21DIV neurons (*n* = 19). Each dot represents a single neuron measurement per well. Independent student's test: t-statistic = 4.134, *p-value* = 0.0002. **(I)** Principal Component Analysis (PCA) of gene expression data from stimulated or unstimulated samples at 7DIV and 21DIV. 7DIV *n* = 14; and 21DIV *n* = 13. **(J)** Vulcano plot showing differentially Expressed Genes (DEG) 7DIV and 21DIV in basal conditions. The plot is divided, and the scale is adapted to accommodate the broad range of *p-values*. **(K)** Gene ontology enrichment analysis. Enrichment in biological processes related to neuronal development and synapse function. The number of DEGs in each biological process is reported in brackets. **(L)** SynGO enrichment plot: gene expression differences between 7DIV and 21DIV show an enrichment in genes related to synaptic cellular components. ^*^means that the differences between the 2 groups are significant with a *p* value < 0.05.

When performing a comparison of gene expression levels of stimulated and unstimulated neurons by RNA sequencing, the PCA analysis showed an apparent clustering of the samples belonging to different developmental stages (Figure 1I). 

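Principal components were computed from log2 CPM, with a prior count of 2, of the 500 most variable genes over all 28 samples. PC1 held 70.1% ± 1.76 of the variance (jackknife standard error, n = 28). The 13 samples at 21DIV had PC1 scores from 27.7 to 36.2, and the 15 samples at 7DIV had PC1 scores from -32.8 to -26.0, so the stages did not overlap. The paper's legend to Figure 1I gives 14 samples at 7DIV and that to Figure 2 gives 5 groups of 3, and 15 were mapped here. The PC1 scores of the 7DIV samples were -28.8, -32.8 and -27.1 for basal, -26.7, -26.0 and -27.3 for KCl at 15 min, and -29.1, -28.1 and -28.8 for KCl at 180 min. With Bic, the scores were -27.6, -26.8 and -28.2 at 15 min and -27.5, -29.4 and -27.2 at 180 min. With all 11746 genes that passed the filter in place of the most variable ones, the share of PC1 moved most, to 49.3%.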

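Basal neurons at 21DIV (n = 3) were compared with basal neurons at 7DIV (n = 3) in a fit of these 6 samples, with 10510 genes tested. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3477 genes passed the threshold, of which 1908 were higher and 1569 lower at 21DIV. Thinning the counts to the smallest library moved this number most, to 2403. The largest rises in log2 fold change, among genes of sufficient average expression, were those of Tnnc2, Hapln4 and Gpr37l1, whose counts at 7DIV were 3 or fewer in each library. Against a floor of 3 counts, Tnnc2, a troponin C gene on chromosome 2 of GRCm38 from 164777161 to 164779734, was at least 9.47-fold higher at 21DIV, with 12.9 ± 2.40 CPM (SD, n = 3). Hapln4 (chromosome 8, 70083529 to 70090862), which encodes a protein of perineuronal nets, was at least 46.7-fold higher, with 63.4 ± 44.4 CPM (SD, n = 3) at 21DIV. Gpr37l1, a receptor gene on chromosome 1 from 135160250 to 135167681, had 16.4 ± 10.1 CPM (SD, n = 3) at 21DIV and 0.158 ± 0.274 CPM (SD, n = 3) at 7DIV. The largest falls were those of St8sia2, Trim67 and Mapk15. St8sia2, a polysialyltransferase gene on chromosome 7 from 73939119 to 74013727, went from 1142 ± 90.3 CPM (SD, n = 3) at 7DIV to 39.4 ± 6.06 CPM (SD, n = 3) at 21DIV. Its log2 fold change was -4.83 (standard error 0.15, adjusted p = 2.30e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and lay between -4.96 and -4.74 with each sample left out in turn. Trim67 (chromosome 8, 124791317 to 124834713) fell by 4.75 on the log2 scale (standard error 0.27), and Mapk15 (chromosome 15, 75993732 to 75999153) fell by 4.60 (standard error 0.45).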

We observed 3,885 differentially expressed genes (DEG) between 21DIV and 7DIV neuronal basal gene expression (Supplementary Table S1) with 2,081 genes significantly up-regulated and 1,804 genes down-regulated in 21DIV compared to 7DIV (Figure 1J). Gene Ontology (GO) enrichment analysis on 21DIV vs. 7DIV DEG revealed that the significantly enriched terms were related to the neuronal morphological maturation and synaptic organization and function (Figure 1K). 572 of these 3,885 DEG were mapped to unique SynGO annotated genes presenting a significant enrichment in synaptic cellular components (Figure 1L). To remark, we observed an increase in mRNA levels of glutamate receptor genes (Grin2c, Grin3, Grm1, Grin2a, Grid2, Grin3a, Grid3) as well as GABA-A receptor genes (Gad1, Gad2, Gabra1, Gabra3) (Supplementary Table S1).

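The basal samples of both stages, with 3 replicates each, were compared for genes of receptors and of GABA synthesis. The NMDA receptor gene Grin3a (chromosome 4, 49661611 to 49846023) rose from 37.6 ± 4.85 CPM (SD, n = 3) at 7DIV to 93.6 ± 5.07 CPM (SD, n = 3) at 21DIV, a log2 fold change of 1.33 (standard error 0.16). The genes of the GABA-synthesizing enzymes, Gad1 (chromosome 2, 70561303 to 70602014) and Gad2 (chromosome 2, 22621015 to 22693877), had log2 fold changes of 1.01 (standard error 0.12) and 1.35 (standard error 0.15). The GABA-A receptor gene Gabra3 (chromosome X, 72432676 to 72656919) had one of 1.74 (standard error 0.26). The adjusted p was 2.68e-05 for Grin3a, 1.64e-05 for Gad1, 1.20e-05 for Gad2 and 0.000155 for Gabra3, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Grin2c and Grin2a did not pass the filter on low counts in the basal samples. Counts of Grin2c were between 0 and 1 per sample at 7DIV and between 20 and 44 at 21DIV, and without the filter it passed the threshold (adjusted p = 0.000122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Grin2a had between 0 and 6 counts at 7DIV and between 7 and 10 at 21DIV, and its log2 fold change without the filter was 0.31 (adjusted p = 0.868 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Whether Grin2a has further counts on the transcripts that matched no gene symbol was not resolved. No gene of the files carries the symbol Grin3 or Grid3.

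**Figure D1:**
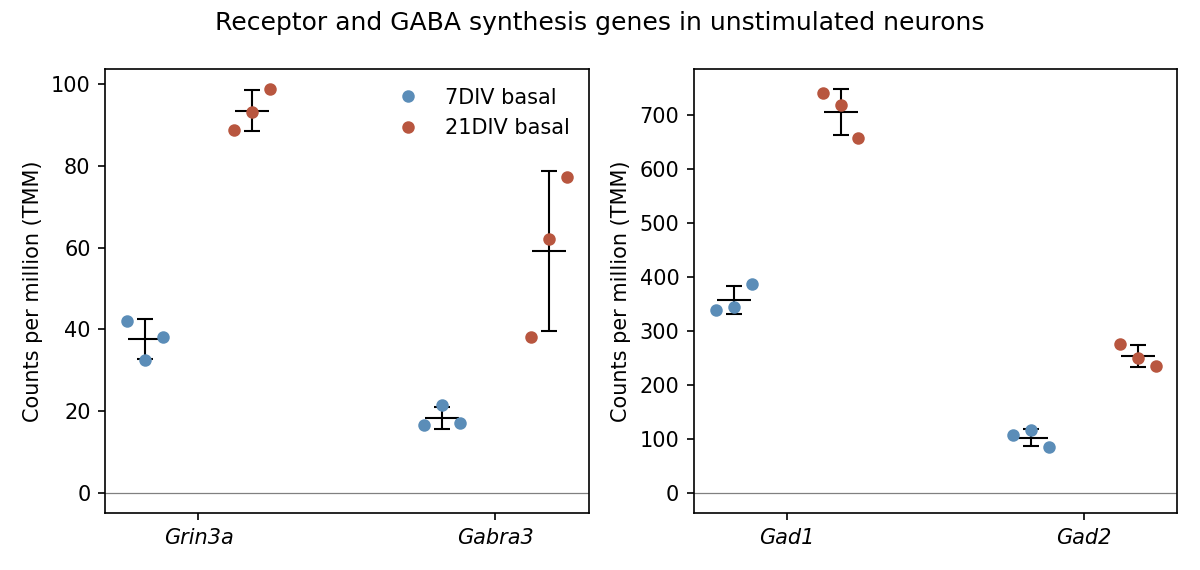
CPM, with TMM normalization, of Grin3a, Gabra3, Gad1 and Gad2 in basal neurons at 7DIV and 21DIV, on linear axes that differ between the panels. Points are the 3 replicates, and bars are the mean and SD. Gad1 went from 357 to 705 CPM and Gad2 from 102.1 to 253 CPM on average, and the Gabra3 points spread over a wider range at 21DIV than at 7DIV.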

To understand how these differences are translated into activity-driven transcription, we evaluated gene expression after 15 min and 180 min stimulation with KCl and Bic followed by RNA sequencing (Figure 2A). 

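At 7DIV, the test over both time points covered 11746 genes. With KCl, 269 genes passed the threshold, of which 150 were higher at the time point of their largest change, which was 180 min for 251 of them and 15 min for 18. With Bic, 0 genes passed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while 846 genes had an unadjusted p under 0.05, and the lowest adjusted p was 0.184. Without the filter on low counts there were 474 DEG with KCl and 93 with Bic, and thinning the counts to the smallest library gave 92 with KCl. The largest rises with KCl at 7DIV were those of the genes Klf4, Mafk and Hspa1a at 180 min. Klf4 (chromosome 4, 55527137 to 55532475), which encodes a transcription factor, rose from 2.60 ± 1.13 to 41.4 ± 10.7 CPM (SD, n = 3 each), a log2 fold change of 4.00 (standard error 0.54, adjusted p = 4.05e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mafk (chromosome 5, 139791536 to 139802653) had a log2 fold change of 2.71 (standard error 0.35), and Hspa1a (chromosome 17, 34969359 to 34972156) one of 2.68 (standard error 0.49). Of the largest falls, Nefh (chromosome 11, 4938754 to 4948064), a neurofilament gene, changed by -2.22 at 180 min (standard error 0.39). Hes5 (chromosome 4, 154960626 to 154962372) changed by -2.53 at 180 min (standard error 0.59) and passed the threshold in 7 of the 9 fits that each left out one replicate. Cldn11 (chromosome 3, 31149920 to 31164326) had no counts in any sample at 15 min, against 2.35 ± 3.13 CPM (SD, n = 3) in basal samples, at least 2.34-fold lower, and passed in 6 of those 9 fits.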

At 7DIV, KCl stimulation induced 443 DEG compared to unstimulated controls, while synaptic induction of neuronal activity using Bic only produced the induction of 39 DEG (Figure 2B, Supplementary Table S2). 

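At 21DIV, 899 genes passed the threshold with KCl (485 higher and 414 lower) and 1447 with Bic (764 higher and 683 lower), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With KCl, the largest change fell at 15 min for 493 genes and at 180 min for 406, and with Bic at 15 min for 78 genes and at 180 min for 1369. At equal depth, the samples at 15 min of KCl had from 16743 to 18078 detected genes. Basal replicates 2 and 3 had 14907 and 14863, and replicate 1 had 16828. A difference between libraries may thus be part of the changes at 15 min of KCl. The fit on the compared groups only moved the number with KCl most, to 431, and thinning the counts moved the number with Bic most, to 793. Krt6a, a keratin gene on chromosome 15 from 101689928 to 101694305, rose most with KCl, from 2.67 ± 0.554 CPM (SD, n = 3) to 93.7 ± 88.2 CPM (SD, n = 3) at 15 min, a log2 fold change of 5.13 (standard error 0.55). The heat shock gene Hspa1a and Klf4 followed at 180 min, with log2 fold changes of 4.23 (standard error 0.39) and 4.12 (standard error 0.54). Ttr (chromosome 18, 20664209 to 20674326) had 3 or fewer counts in each sample 180 min after KCl, at least 11.8-fold lower than in basal samples, while its log2 fold change at 15 min was 2.70 (standard error 0.75). Hes5 and Slc25a18 (chromosome 6, 120773504 to 120794169) had the next largest falls with KCl, of -2.76 at 180 min (standard error 0.49) and -2.71 at 15 min (standard error 0.58). With Bic, the largest rises were at 180 min, in Atf3 (chromosome 1, 191170296 to 191183333), Emp1 (chromosome 6, 135362550 to 135383173) and Klf4. Atf3, a transcription factor gene, rose from 15.4 ± 10.1 CPM (SD, n = 3) to 494 ± 94.9 CPM (SD, n = 2), a log2 fold change of 5.00 (standard error 0.57, adjusted p = 9.34e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of Emp1 and Klf4 were 4.64 (standard error 0.80) and 4.39 (standard error 0.57). The largest falls with Bic, also at 180 min, were -3.72 for Slc25a18 (standard error 0.77), -3.005 for Tgm3 (standard error 0.49, chromosome 2, 129987794 to 130050399) and -2.89 for the noncoding 4930429B21Rik (standard error 0.69, chromosome 3, 32365489 to 32367438).

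**Figure D2:**
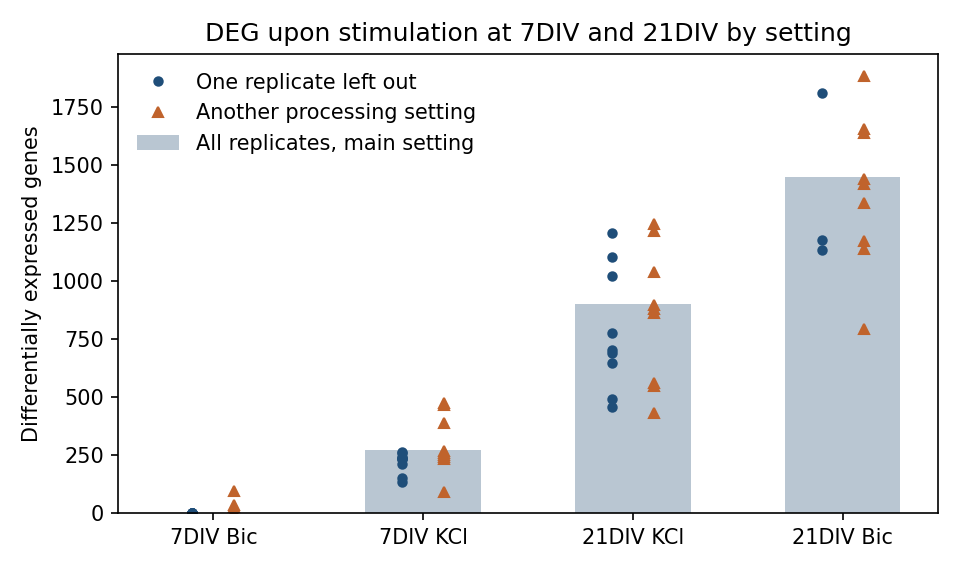
Number of DEG (vertical axis) with Bic and KCl at 7DIV and 21DIV. Bars are the numbers with all replicates, circles the fits that each left out one replicate, and triangles the other processing settings. The circles for KCl at 21DIV run from 455 to 1205, and those for KCl at 7DIV from 133 to 262.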

In 21DIV neurons, both types of stimulation induced high numbers of DEG: 1245 with KCl and 1810 after synaptic stimulation with Bic (Figure 2B, Supplementary Table S2). By comparing the DEG shared between stimulation conditions, we observed a large proportion of the genes exclusively induced in each condition, indicating specificity in the transcriptional response (Figure 2C, Supplementary Table S2). In addition, the proportion of shared DEG is higher between KCl/Bic in 21DIV neurons than DEG shared upon each stimulation modality at different stages (Figure 2C, Supplementary Table S2). 

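Together, 1971 genes were DEG in at least 1 of the 4 combinations of stimulus and stage. Of the DEG with Bic at 21DIV, 877 (60.6%) passed in no other combination, and of those with KCl at 21DIV, 336 (37.4%). At 7DIV, 162 (60.2%) of the DEG with KCl passed in no other combination. The combination of KCl and Bic at 21DIV without 7DIV held 489 genes, and 48 genes were called in all 3 combinations that had any DEG. From the large proportion of DEG found in a single condition, the paper concludes that the transcriptional response is specific.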

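At 21DIV, KCl and Bic shared 537 DEG, 29.7% of the union of both lists, and 535 of them changed in the same direction. Lists of these sizes drawn at random from the tested genes would share 110.7 genes. Between the stages, the DEG shared with KCl made up 6.76% of the union. With one replicate left out at a time, the first share ranged from 21.1% to 35.9% and the second from 4.91% to 8.58%, so these ranges did not overlap. Lists of unequal length limit the share of the union, and the list at 7DIV was short. Of the shorter list of each pair, 59.7% was shared by KCl and Bic at 21DIV and 27.5% by the stages with KCl. With Bic, the share between stages could not be computed, as no gene passed at 7DIV, and DEG with KCl at 7DIV and with Bic at 21DIV shared 4.95% of their union. Both lists at 21DIV were compared with the same 3 basal samples, whereas the lists of different stages had different basal samples. The log2 fold change differed between 21DIV and 7DIV for 242 genes with KCl and for 490 genes with Bic, by an interaction term in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.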

PCA also separated 7DIV and 21DIV samples depending on stimulation modality and time (Figure 2D).

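Within 7DIV, PC1 held 16.6% ± 5.07 of the variance (jackknife standard error, n = 15). The 3 samples 180 min after KCl had PC1 scores from 16.0 to 20.0, and the other 12 samples from -7.60 to -0.663. Along PC2, a single basal sample, replicate 3, lay at -25.9, apart from all others, whose scores were between -3.80 and 9.34. Within 21DIV, PC1 held 41.4% ± 6.63 of the variance (jackknife standard error, n = 13). The PC1 scores at 21DIV were 20.6 and 25.0 for Bic at 180 min and from 6.48 to 10.3 for KCl at 15 min. KCl at 180 min had scores of -2.16, 15.8 and 16.1, so that replicate 1 lay apart from replicates 2 and 3. Bic at 15 min, with -30.4 and -19.8, overlapped the basal samples, with -23.04, -19.3 and -6.14. With the variance stabilizing transformation of DESeq2, PC1 held 40.7% of the variance within 7DIV and 58.1% within 21DIV.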

**Figure 2:**
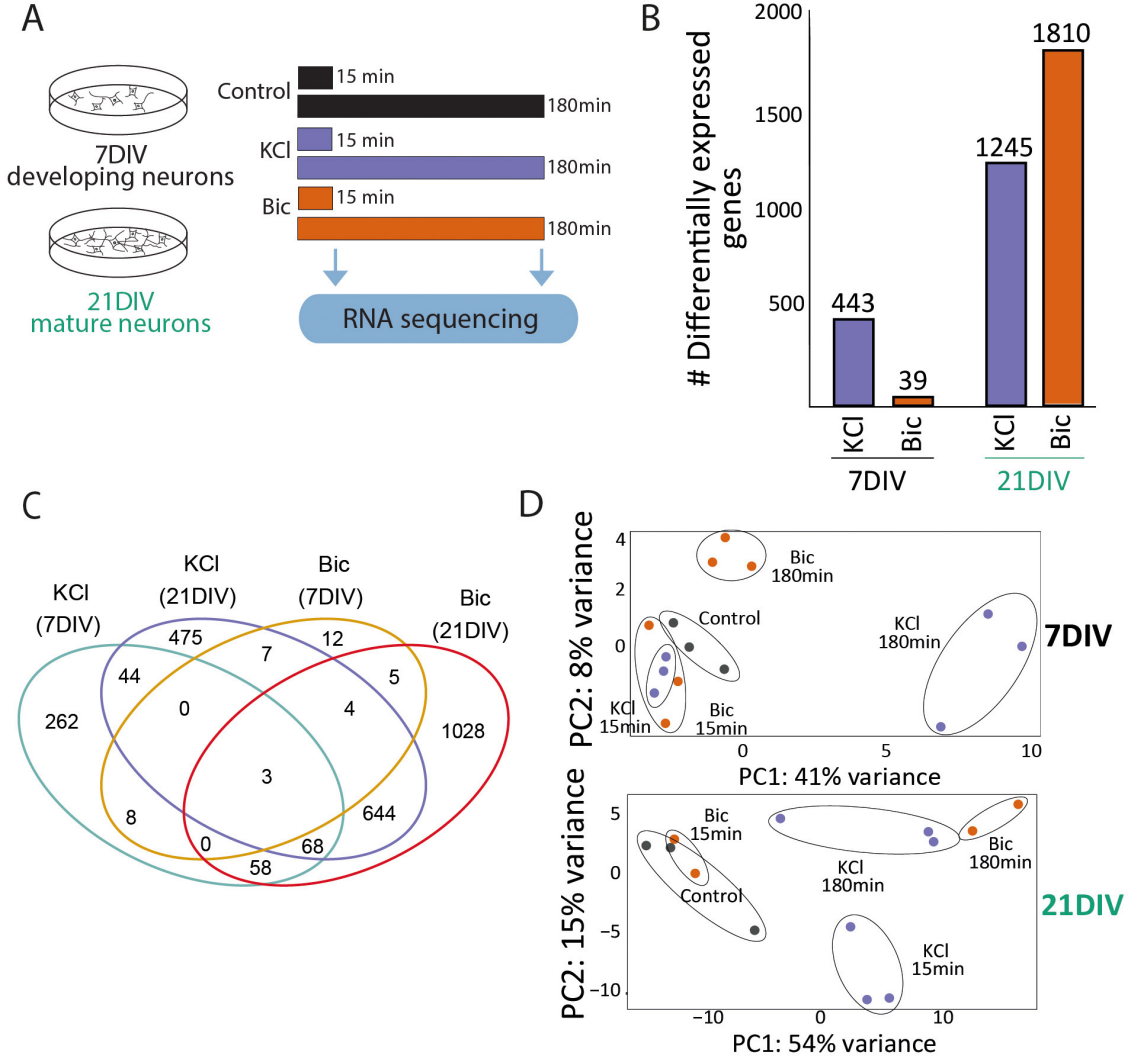
Activity-driven gene expression responses differences in 7DIV and 21DIV neurons. **(A)** Experimental design: 21DIV neurons were stimulated with KCl or Bic for 15 min or 180 min, and RNA was extracted and sequenced to assess differential gene expression. **(B)** Differentially expressed genes (DEG): number upon KCl of Bic stimulation at 7DIV and 21DIV. **(C)** Venn diagram showing the number of overlapping DEG among experimental situations. **(D)** PCA of gene expression data from 7DIV (top) or 21DIV (bottom) stimulated neurons shows separation based on stimulation time and modality. Each dot represents and individual sample in this experiment: 7DIV Control *n* = 3; 7DIV Bic15 min *n* = 3; 7DIV Bic180 min *n* = 3; 7DIV KCl15 min *n* = 3; 7DIV KCl180 min *n* = 3; 21DIV Control *n* = 3; 21DIV Bic15 min *n* = 2; 21DIV Bic180 min *n* = 2; 21DIV KCl15 min *n* = 3; and 21DIV KCl180 min *n* = 3.

The differences in activity-driven response might not be only due to the substantial molecular differences in the basal starting point (Figure 1) but also due to the distinct ability of the neurons to physiologically respond to each stimulation at these two maturational time points. To investigate this, we performed patch-clamp recordings on cultured neurons and evaluated their electrical responses during the administration of KCl or Bic. At 7DIV, KCl application induced no changes in the firing rate but resulted in a massive and sustained depolarization (Figures 3A, C). In contrast, Bic application did not alter neuronal activity (Figures 3B, D), consistent with our previous observations of minimal changes in activity-dependent gene expression at this stage. The electrophysiological profile at 21DIV differed markedly from that at 7DIV. KCl application initially triggered a burst of action potentials (Figure 3E), causing a transient increase in firing rate (Figure 3G) and, in all cases, also led to an irreversible shift in the membrane potential (Vm) toward a depolarized state (Figure 3G). In contrast, Bic stimulation increased the firing rate in a subset of neurons (Figures 3F, H) without inducing significant changes in Vm (Figure 3H). These findings demonstrate that neuronal firing elicits distinct responses depending on the maturational stage. Altogether, these results highlight that neuronal maturation is associated with significant alterations in gene expression, particularly in genes involved in synaptic organization and function, which are likely linked to the observed changes in neuronal activity.

**Figure 3:**
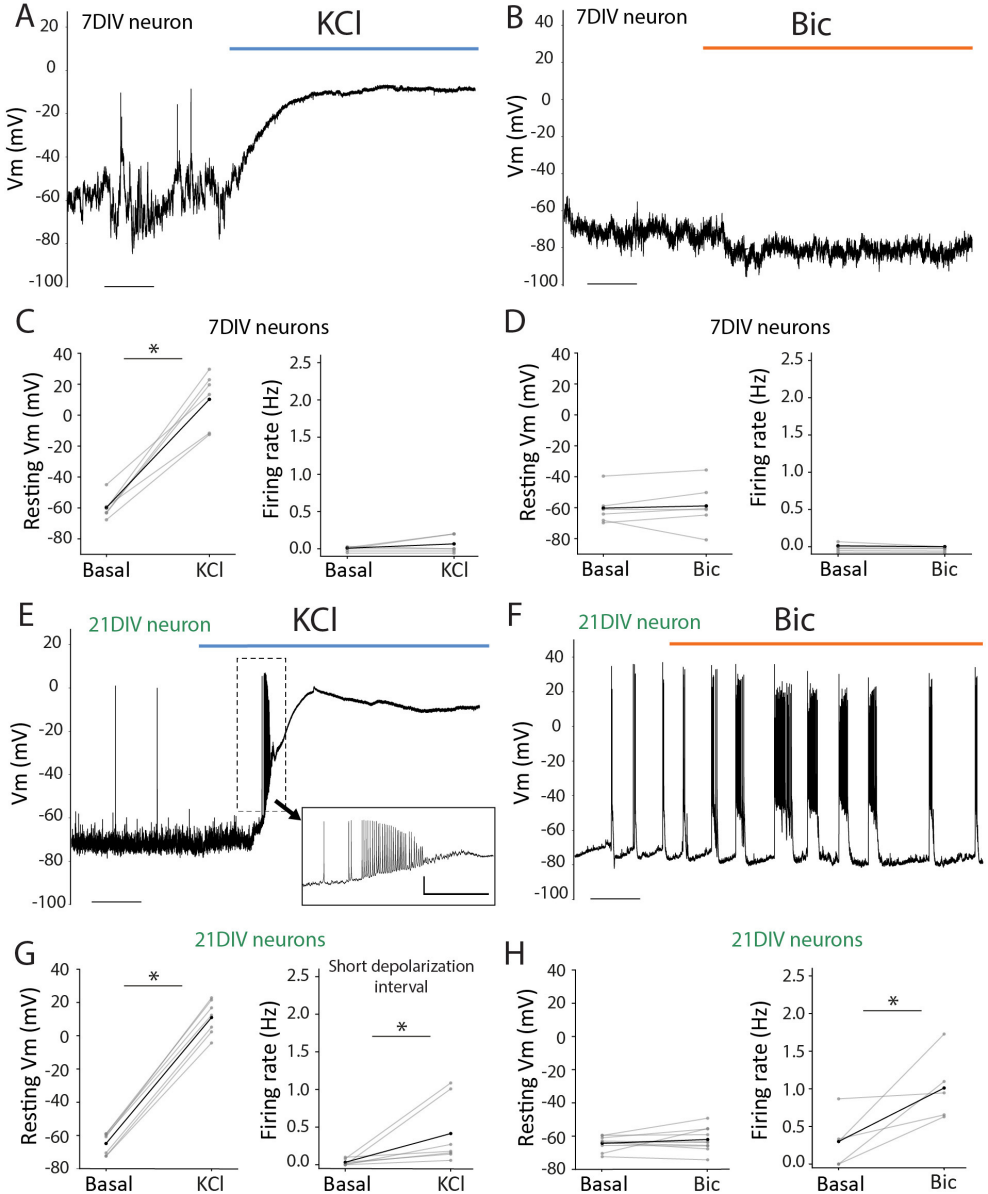
Electrophysiological response to KCl or Bic induction in 7DIV and 21DIV. **(A)** Representative whole-cell patch-clamp recordings at 7DIV during KCl administration. Scale: *t* = 50 s. **(B)** Representative whole-cell patch-clamp recordings at 7DIV during Bic administration. Scale: *t* = 25 s. **(C)** Left: voltage membrane (Vm) measurements of 7DIV neurons prior to and after KCl administration. Paired student's *t*-test: t-statistic= −9.355, *p* = 0.0002; *n* = 6. Rigth: firing rate (Hz) 7DIV neurons prior to and after KCl administration. Paired student's *t*-test: t-statistic= −1.371, *p* = 0.2288; *n* = 6. **(D)** Left: voltage membrane (Vm) measurements of 7DIV neurons prior to and after Bic administration. Paired student's *t*-test: t-statistic= −0.469, *p* = 0.6589; *n* = 6. Rigth: firing rate (Hz) 7DIV neurons prior to and after Bic administration. t-statistic = 1.088, *p* = 0.3263; *n* = 6. **(E)** Representative whole-cell patch-clamp recordings at 21DIV during KCl administration. Inset magnification illustrates a representative train of action potentials observed in these recordings at the beginning of depolarization. Scales: *t* = 50 s (main); and *t* = 5 s; *v* = 20 mV (inset). **(F)** Representative whole-cell patch-clamp recordings at 21DIV during BIC administration. Scale: *t* = 25 s. **(G)** Left: voltage membrane (Vm) measurements of 21DIV neurons prior to and after KCl administration. Paired student's *t*-test: t-statistic: −16.498, *p* = 1.30e-9; *n* = 7. Rigth: firing rate (Hz) 21DIV neurons comparison between pre-stimuli and a short window during depolarization. Paired Student's *t*-test: t-statistic= −2.299498, *p* = 0.04e-9; *n* = 7. **(H)** Left: voltage membrane (Vm) measurements of 21DIV neurons prior to and after Bic administration. Paired Student's *t*-test: t-statistic: −1.207, *p* = 0.258; *n* = 10. Rigth: firing rate (Hz) 21DIV neurons prior to and after Bic administration. Paired Student's *t*-test: t-statistic= −2.877, *p* = 0.045; *n* = 5. ^*^means that the differences between the 2 groups are significant with a *p* value < 0.05.

### Widely used stimulation protocols elicit specific and non-equivalent transcriptional responses

Building on the observed differences, we aimed to systematically analyze how the transcriptional profile and dynamics behave in 21DIV neurons in response to acute stimulation by different stimuli. To investigate the temporal dynamics of gene expression, 21DIV neuronal cultures were exposed to KCl, Bic, or Tetrodotoxin removal (TTXw), and RNA sequencing was performed at three time points: 15, 45, and 180 min (Figure 4A). 

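In this second experiment, 21DIV neurons received KCl at 55 mM or 50 μM bicuculline alone, without 4-aminopyridine. For TTXw, cultures were kept in 1 μM tetrodotoxin (TTX), which blocks the sodium channels needed for action potentials, for 48 h and sampled after its removal. KCl and Bic samples were compared with basal cultures (n = 3), and TTXw samples with cultures still in TTX (basal TTX, n = 4). There were 3 replicates for TTXw at 15 min and 3 at 180 min, and 2 for TTXw at 45 min and for each time point of Bic and KCl, which gave 27 samples. The deposited counts were made in the same way as those of the maturation experiment, and were analysed in the same way, in 1 fit over all 27 samples. Of 96722 transcripts, 78229 matched a gene symbol, and 19.2% of the counts fell on the others. Counts on genes ranged from 1177500 to 3909487 per sample (median 2384138). In the basal TTX samples the range was from 1389572 to 2686779 and in the basal samples from 2613680 to 3476123. A total of 12027 genes passed the filter on low counts and were tested.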

Although these methods are commonly used to activate neurons, their mechanisms of inducing activity differ significantly. Compared to KCl and Bic stimulation (Figures 3E–H), TTXw at 21DIV neurons also showed a specific activation patterns when removing the TTX after 48 h (Supplementary Figure 1A) with a significant increase in the firing rate (Supplementary Figure 1B). PCA of these transcriptomic data showed a clear separation of samples exposed to TTXw from the KCl- and BIC-treated cells (Figure 4B, upper panel). This result suggests that prior exposure to TTX for 48 h induces a silencing activity that leads to a distinct transcriptional state compared to KCl or BIC, indicating that different activation modalities are not equivalent. 

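Over all 27 samples, PC1 held 62.7% ± 2.82 of the variance (jackknife standard error). The 12 samples that had been in TTX had PC1 scores from -26.1 to -20.9, and the 15 basal, Bic and KCl samples from 12.6 to 22.2. This separation included the unstimulated controls, with scores from -25.2 to -22.7 for basal TTX and from 12.6 to 15.2 for basal. Within the TTX samples, all at 21DIV, scores at 180 min of TTXw (-26.1, -24.1 and -23.7) were within the range of the other TTX samples, apart from the lowest. With all genes that passed the filter, PC1 held 40.6% of the variance.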

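The controls were compared directly, basal TTX (n = 4) with basal (n = 3). Of 12027 genes, 2595 passed the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 1295 higher and 1300 lower in basal TTX. Among the 35 IEGs of Figure 5B, 29 were DEG in this comparison and 1 had a positive log2 fold change, with a mean of -1.93 ± 1.18 (SD over 35 genes). Arc, for example, had 12.7 ± 1.34 CPM (SD, n = 4) in basal TTX and 31.1 ± 5.20 CPM (SD, n = 3) in basal samples. The log2 ratio of counts of Xist, which is expressed from the inactive X chromosome, to those of Y-linked genes was 1.78 ± 0.339 (SD, n = 12) in the TTX samples and 0.814 ± 0.284 (SD, n = 15) in the other samples. The 21 marker genes of astrocytes and oligodendrocytes that were tested were all higher in basal TTX, with a median log2 fold change of 1.30.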

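In the 15 basal, Bic and KCl samples, PC1 held 28.1% ± 6.17 of the variance (jackknife standard error, n = 15). Bic had PC1 scores of 9.18 and 8.61 at 15 min, of 10.7 and 13.0 at 45 min, and of -2.09 and -3.06 at 180 min. KCl had PC1 scores of 10.5 and 11.6 at 15 min, of -2.10 and -0.673 at 45 min, and of -13.1 and -10.6 at 180 min, the last within the range of the basal samples from -14.2 to -6.91. In the 12 TTX samples, PC1 held 37.5% ± 11.3 of the variance (jackknife standard error, n = 12). TTXw had PC1 scores from 18.01 to 26.5 at 180 min, of -1.49 and -3.29 at 45 min, and from -9.50 to -7.37 at 15 min, within the range of basal TTX from -10.2 to -7.07. With the variance stabilizing transformation, the shares of PC1 were 52.3% and 63.8%.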

When we performed a separate PCA for KCl and Bic (grouped) and TTXw, we observed differences in the temporal dynamics of transcription across the different stimulation conditions (Figure 4B, lower panels). A total of 2,831 differential transcripts were found to be differentially expressed with respect to their basal condition: 1,726 DEG upon TTXw, 1,041 were induced by Bic, and 1,036 after KCl membrane depolarization (Figure 4C). 

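Over the 3 time points together, 797 genes passed the threshold with Bic (491 higher and 306 lower), 726 with KCl (468 higher and 258 lower) and 1592 with TTXw (816 higher and 776 lower), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their union held 2370 genes. Thinning the counts to the smallest library gave 461, 344 and 1027 DEG. With Bic, the largest rises were at 45 min, in Arc, Krt6a and Ccn1 (chromosome 3, 145646971 to 145649985). Arc (chromosome 15, 74669081 to 74672570) rose to 1285 ± 267 CPM (SD, n = 2), a log2 fold change of 5.38 (standard error 0.18, adjusted p = 5.59e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of Krt6a and Ccn1 were 4.25 (standard error 0.27) and 3.84 (standard error 0.34). The largest falls with Bic, all at 45 min, were -2.93 for Car6 (standard error 0.50), -2.87 for the noncoding H19 (standard error 0.62) and -2.72 for Zbed5 (standard error 0.52). With KCl, the largest rises were at 15 min, of 5.11 for Krt6a (standard error 0.27), 3.55 for Arc (standard error 0.17) and 3.10 for Fndc9 (standard error 0.26). Car6 and H19 fell at 15 min of KCl, by -2.79 (standard error 0.49) and -2.69 (standard error 0.61), the latter without passing the threshold in 1 of the 3 fits that left out a replicate. Gm40346 (chromosome 5, 135928059 to 135934316) had 2 counts in each of the 2 samples at 180 min of KCl, at least 4.08-fold lower than in basal samples. With TTXw, the largest changes were at 180 min, with rises of 5.92 for Ifi202b (standard error 0.29), 5.45 for Maff (standard error 0.39) and 5.09 for Emp1 (standard error 0.27). Maff had one basal TTX sample, replicate 1, at 3.33 CPM, apart from the other 3. Hes5 fell most with TTXw, by -3.46 (standard error 0.26), followed by Gabbr2 with -3.12 (standard error 0.65) and Slc44a5 with -2.07 (standard error 0.19).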

Some DEG are shared among each group, with a greater proportion of genes shared between Bic and KCl when compared to TTXw (Figure 4C). 

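Bic and KCl shared 412 DEG, 37.1% of the union of their lists, where 48.1 shared genes would be drawn at random, and 404 of them changed in the same direction. Bic and TTXw shared 238 DEG, 11.1% of their union, of which 186 changed in the same direction, against 105.5 genes drawn at random. KCl and TTXw shared 239 DEG, 11.5% of their union, with 180 in the same direction and 96.1 drawn at random. The list of TTXw was longer, which limits its shares of the union. Of the shorter list, 56.75% was shared by Bic and KCl, 29.9% by Bic and TTXw and 32.9% by KCl and TTXw. Leaving out one replicate at a time kept the share of Bic and KCl in their union between 32.7% and 39.0%. Thinning the counts gave 28.8%. DEG of a single stimulus numbered 291 with Bic (36.5% of its list), 219 with KCl (30.2%) and 1259 with TTXw (79.1%). Bic and KCl were compared with the same 3 basal samples, and TTXw with basal TTX, so the lists of Bic and KCl have the noise of these samples in common.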

A heatmap of the 184 DEGs common to all three conditions further illustrates the distinct gene expression profiles and dynamics (Figure 4D, Supplementary Table S3). 

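DEG of all 3 stimuli numbered 144, of which 89 were higher with each stimulus, 26 lower with each, and 29 changed in different directions. Their largest change was at 45 min for 99 genes with Bic, at 15 min for 125 genes with KCl, and at 180 min for 126 genes with TTXw. For 80 of them these times coincided in the same gene, and for 3 genes the time of the largest change was the same with all 3 stimuli. With one replicate left out at a time, between 94 and 164 genes were shared by the 3 lists, and thinning the counts left 63. At 45 min of Bic, 15 min of KCl and 180 min of TTXw, marker genes of astrocytes and oligodendrocytes as a set also rose. Their median log2 fold changes were 0.77, 0.57 and 0.77, and those of 7 markers of proliferating cells 1.10, 1.22 and 1.05. Gfap, Glul, Olig1, Mki67 and Top2a are among the 144 genes. A larger share of glial RNA may be part of the shared changes and was not separated from a response of neurons.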

Collectively, these data showed that differences are related to which genes are differentially expressed in each situation and the temporal dynamics of gene expression induced by each neuronal activity modality.

**Figure 4:**
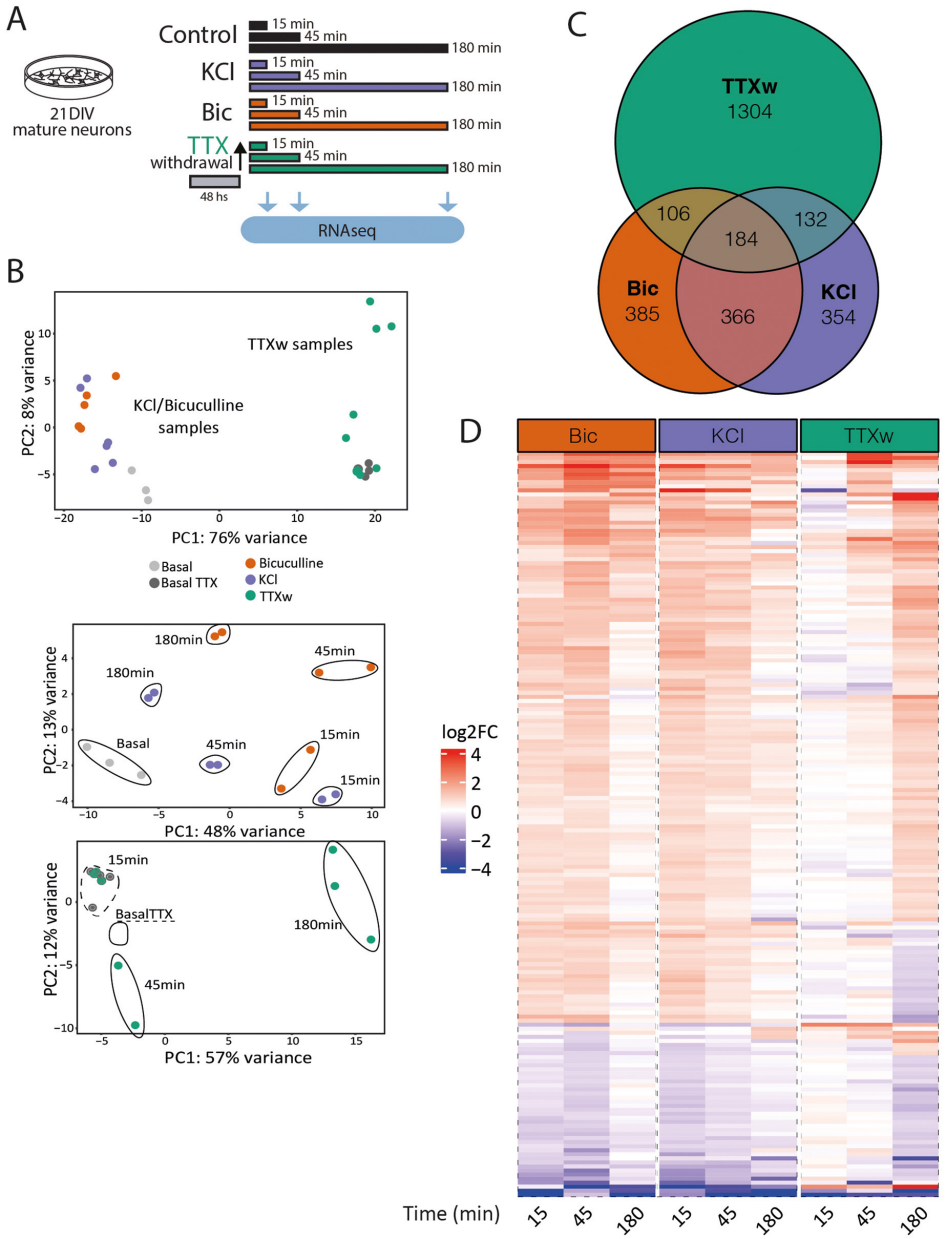
Gene expression programs induced by different neuronal activation modalities in mature neurons. **(A)** Experimental design: primary cortical neurons at 21DIV were stimulated with KCl, Bic, or TTXw for 15 min, 45 min, or 180 min, and RNA was extracted and sequenced to assess differential gene expression. **(B)** Gene expression PCA. Top: samples (including non-stimulated controls) cluster into two groups: KCl and Bic vs. TTXw samples. Bottom: PCA of these two groups shows a separation based on stimulation duration. Each dot represents and individual sample in this experiment: Basal *n* = 3; Bic15 min *n* = 2; Bic45 min *n* = 2; Bic180 min *n* = 2; KCl15 min *n* = 2; KCl45min *n* = 2; KCl180 min *n* = 2; BasalTTX *n* = 4; TTXw15 min *n* = 3; TTXw45min *n* = 2; and TTXw180 min *n* = 3. **(C)** Venn diagram of DEGs among stimulation modalities. **(D)** Heat map: fold induction levels (in log2) of the 184 shared DEG among stimulation modalities. Genes are grouped and ordered according to similar behaviors and dynamics.

To analyze immediate early genes' expression dynamics, we selected 300 previously described IEGS by Kim et al. (2010) and Tyssowski et al. (2018) and performed a cross-comparison of the selected candidates among the different treatments. Out of these 300 IEGs, we observed a total of 161 DEG in response to some of the stimulation modalities: 35 of these genes were induced upon every stimulus, 74 genes were induced exclusively by one stimulus, and 54 genes had their expression levels altered by two of the protocols −32 by Bic and KCl, 11 by Bic and TTXw, and 9 by KCl and TTXw- (Figures 5A, B). Nine IEGs changed only upon KCl stimulation, 15 under BIC and 50 genes were exclusively modified by TTXw. 

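All 35 IEGs that Figure 5B lists were tested, and 33 were DEG with Bic, 30 with KCl and 34 with TTXw, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 3 stimuli called 30 of them, which thinning the counts to the smallest library lowered most, to 19. Sik1 did not pass with any stimulus, with an adjusted p of 0.857 for TTXw from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Pax1 did not pass with Bic or KCl. Both genes had between 0 and 24 counts per sample. The log2 fold changes of Sik1 with Bic were 1.85, 1.25 and 1.70 at 15, 45 and 180 min, so a response of Sik1 is not excluded. Egr1, Egr4 and Adm did not pass with KCl, with adjusted p of 0.160, 0.398 and 0.0714 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among those called with every stimulus were Fosb, Npas4, Bdnf, Nr4a2, Egr3 and Gadd45b. With KCl, the adjusted p was 2.08e-09 for Fosb, 0.00230 for Bdnf, 4.11e-06 for Nr4a2, 1.60e-06 for Egr3 and 0.0341 for Gadd45b, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.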

The set of 35 shared IEGs whose expression levels changed in all treatments includes many of the most conspicuous and best-studied neuronal relevance IEGs such as the members of the Fos family (Fosb, Fos, Junb, Fosl2), Npas4, Arc, Bdnf, Nr4a2, Nr4a3, Egr3, Egr4, Gadd45b, and Gadd45g, among others (Figure 5B). Interestingly, we observed distinct expression dynamics for these shared genes depending on the stimulation modality (Figure 5C). This collection of IEGs may represent a biologically relevant yet nonspecific gene transcriptional core that consistently responds to various activity-related stimuli, forming a basic ensemble of activity-responsive genes in neurons.

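The mean log2 fold change of the 35 genes with Bic was 1.08 ± 0.714 at 15 min, 1.62 ± 1.21 at 45 min and 1.45 ± 0.930 at 180 min (SD over 35 genes). With KCl, the means were 1.16 ± 0.747, 0.57 ± 0.475 and 0.70 ± 0.745 (SD over 35 genes) at the same time points. With TTXw, they were 0.20 ± 0.373, 1.07 ± 1.16 and 1.43 ± 1.22 (SD over 35 genes). The largest change was at 45 min for 19 genes with Bic, at 15 min for 25 genes with KCl, and at 180 min for 23 genes with TTXw. Genes are not independent replicates, and each mean compares the same samples. At 15 min of TTXw, 25 of the 35 genes lay above basal TTX and 0 passed the threshold at that time point, where 758 of all genes had an unadjusted p under 0.05.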

**Figure 5:**
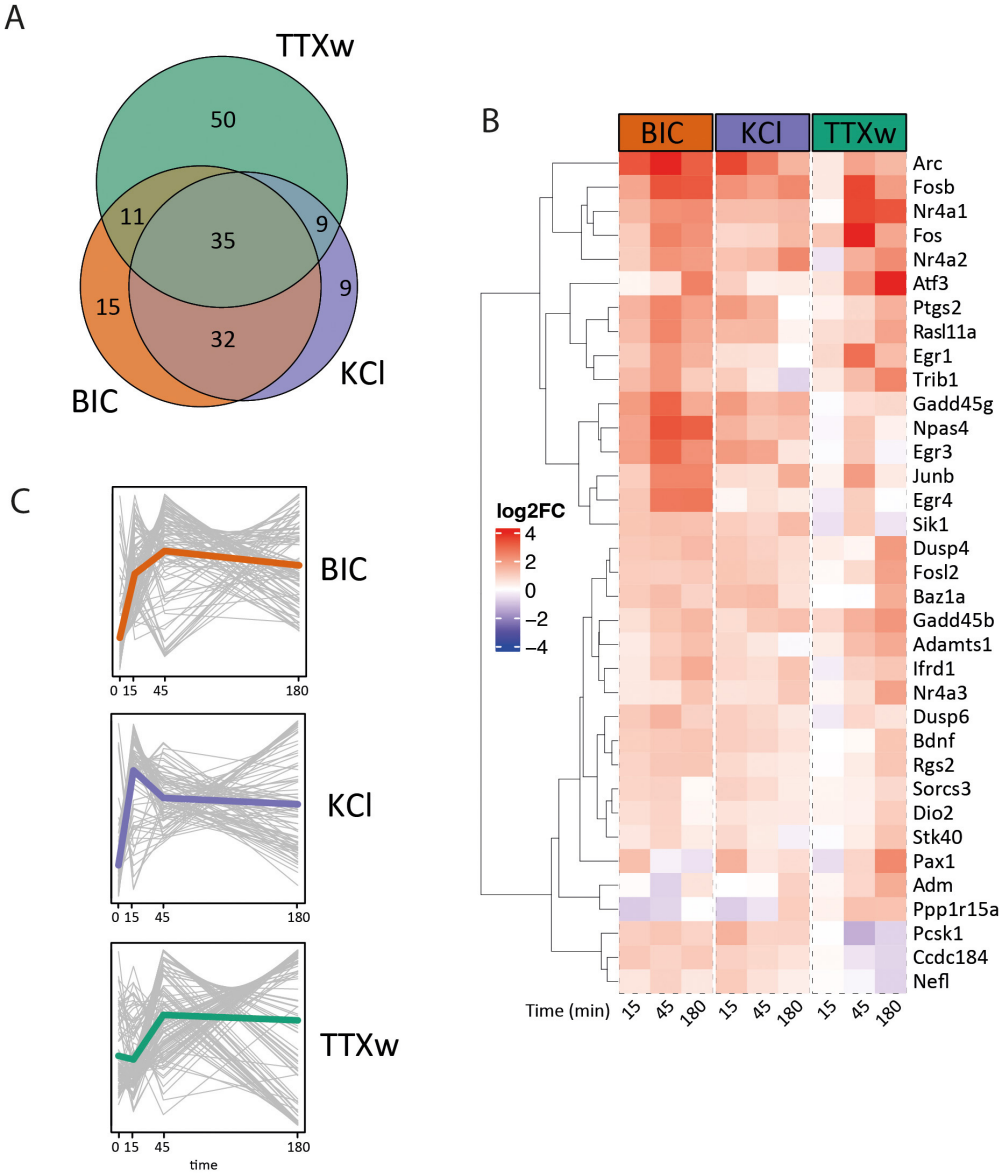
Immediate early gene expression dynamics. **(A)** Venn diagram: overlapping IEGs differentially expressed among stimulation modalities. **(B)** Heat map: fold induction levels (in log2) of 35 IEG differentially expressed upon stimulation modalities. Genes are grouped and ordered according to similar behaviors and dynamics. **(C)** Average IEG expression dynamics. Each gray line represents a gene, and the colored line indicates the genes' average trajectory corresponding to each dynamic.

### Analysis of gene expression dynamics analysis and GO characterization

We performed an additional analysis comparing DEG at each time point vs. the basal gene expression values to better understand global gene expression dynamics among stimulation protocols. Notably, differences in the number and dynamics of DEG were observed among treatments: Bic generated a peak in the number of DEG after 45 min; KCl depolarization induced a rapid gene induction of 925 DEG at 15 min; and, upon TTXw, changes in the number of DEG were strongly observed only after 180 min from drug withdrawal (Figure 6A, Supplementary Table S4). These results indicate that each stimulation protocol induces distinct temporal dynamics of gene expression.

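Each time point was also tested on its own against basal or basal TTX, in the same fit. With Bic, 411 genes passed at 15 min, 896 at 45 min and 92 at 180 min. With KCl, 868 genes passed at 15 min, 92 at 45 min and 92 at 180 min. With TTXw, 0 genes passed at 15 min, where the lowest adjusted p was 0.544, against 46 at 45 min and 1687 at 180 min. Thinning the counts lowered the largest numbers, to 487 for Bic at 45 min, 451 for KCl at 15 min and 1095 for TTXw at 180 min, and the largest number of each stimulus was still at the same time point. The time points were compared with each other directly, in tests added after the numbers had been seen. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 17 genes differed between 45 and 15 min of Bic and 366 between 45 and 180 min. With KCl, 50 genes differed between 15 and 45 min and 446 between 15 and 180 min, and with TTXw 1538 differed between 180 and 15 min and 1483 between 180 and 45 min. From the time points of the largest numbers of DEG, the paper concludes that the stimulation protocols induce distinct temporal dynamics of gene expression.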

**Figure 6:**
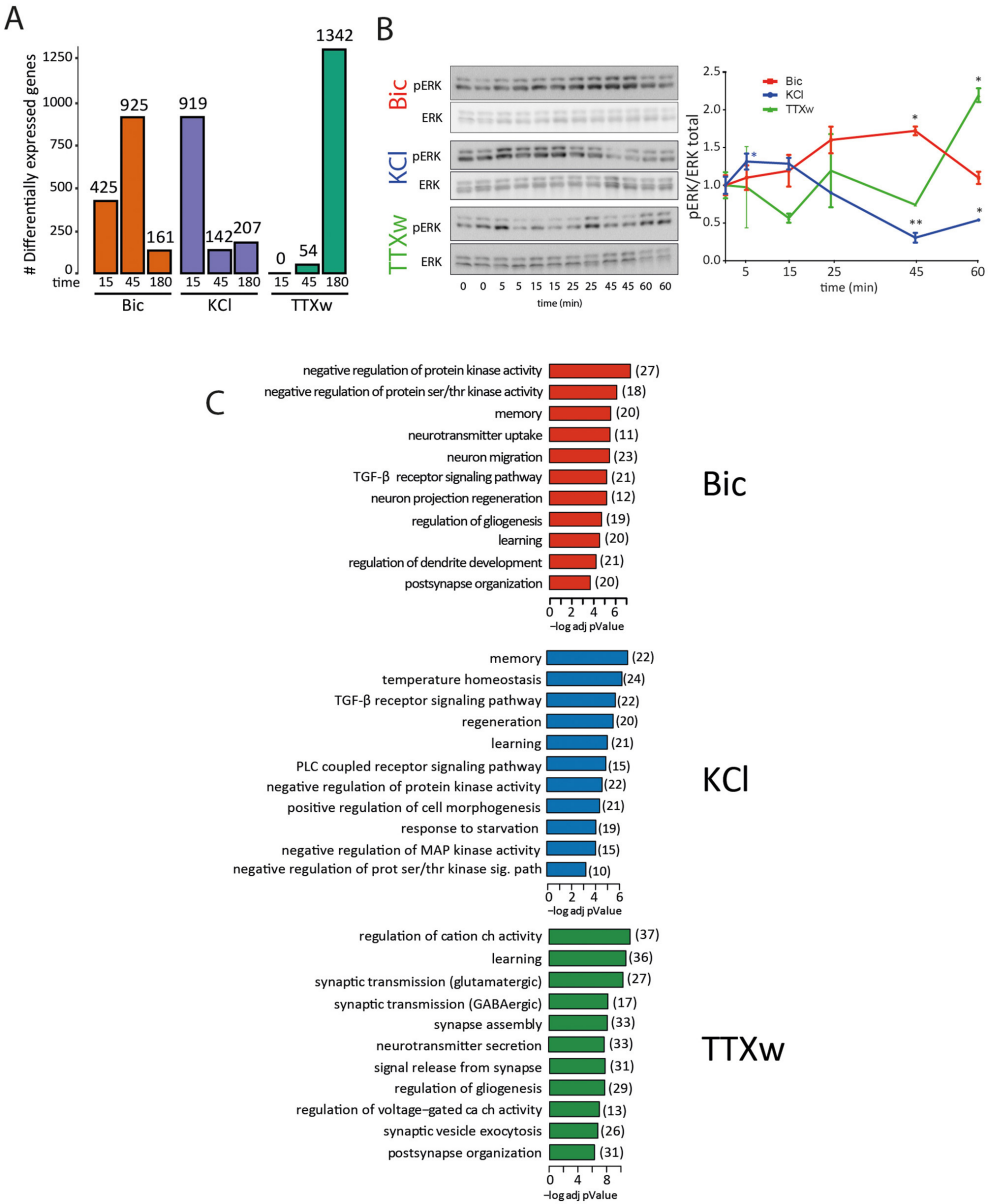
Gene expression dynamics analysis and ERK phosphorylation response to different stimuli. **(A)** Bar graph showing the number of DEG at each time point. **(B)** ERK phosphorylation kinetics upon stimulation treated with BIC, KCl, and TTXw for different times. Representative western blot for phosphorylated ERK (pERK) and total ERK. The dynamics of pERK relativized to total ERK are shown in the graph. Statistical comparison was made internally in each treatment, comparing with respect to the initial state at time zero. *p < 0.05, **p < 0.01, one-way ANOVA followed by multiple comparisons via Dunnett's test, *n* = 2. **(C)** Gene ontology enrichment analysis. Biological processes enriched in Bic, KCl, and TTXw experimental groups are shown. In each stimulation modality, genes from the time point with more DEG were used for this comparison. The number of DEGs in each biological process is reported in brackets.

It has been previously shown that the ERK1/2-MAPK pathway is a key signaling hub orchestrating activity-induced gene-expression programs (Ha and Redmond, 2008; Ohe et al., 2022; Tyssowski et al., 2018). Thus, ERK1/2 phosphorylation can be used as a molecular proxy to assess the link between the induction methods and its downstream gene expression programs. Western blot analysis revealed ERK1/2 phosphorylation dynamics correspond with the peaks observed in gene expression upon each stimulation (Figure 6B). Bic stimulation induced a significant increase in ERK1/2 phosphorylation at 45 min (one-way ANOVA followed by multiple comparisons via Dunnet's test: pERK1/2 Bic 45 min vs. pERK1/2 Basal 0 min, *p* = 0.0455), KCl stimulation generated an initial increase in ERK1/2 phosphorylation at 5 min, followed by a subsequent decrease (one-way ANOVA followed by multiple comparisons via Dunnet's test: pERK1/2 KCl 5 min vs. pERK1/2 Basal 0 min, *p* = 0.0494; pERK1/2 KCl 45 min vs. pERK1/2 Basal 0 min, *p* = 0.0016; pERK1/2 KCl 60 min vs. pERK1/2 Basal 0 min, *p* = 0.0131), and TTXw resulted in a significant increase at 60 min post-stimulation (one-way ANOVA followed by multiple comparisons via Dunnet's test: pERK1/2 TTXw 60 min vs. pERK1/2 Basal 0 min, *p* = 0.0482). Total ERK1/2 protein levels were largely unaffected. These findings indicate that each mode of neuronal activation triggers an ERK1/2 distinct activation pattern temporally aligned with the respective gene expression programs, suggesting that ERK1/2 phosphorylation might directly influence the timing of downstream transcriptional responses.

Time-course analysis also allows us to differentiate between up-regulated and downregulated genes. 

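With Bic, 289 genes were higher and 122 lower at 15 min, 541 higher and 355 lower at 45 min, and 83 higher and 9 lower at 180 min. With KCl, 544 genes were higher and 324 lower at 15 min, 73 higher and 19 lower at 45 min, and 61 higher and 31 lower at 180 min. With TTXw, 42 genes were higher and 4 lower at 45 min, and 882 higher and 805 lower at 180 min. All these genes passed at the single time point by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and changed at least 1.5-fold.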

Notably, the proportion of up-regulated to downregulated genes varies across time points (Supplementary Figure 2A, Supplementary Table S4). Interestingly, the time points with the highest number of DEG for each stimulus coincide with both the peak of up-regulated genes and the highest proportion of downregulated DEG. This result suggests a coordinated regulation of gene expression, where both upregulation and downregulation occur in a stimulus- and time-dependent manner.

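Downregulated genes made up 39.6% of the DEG at 45 min of Bic, against 29.7% at 15 min and 9.78% at 180 min. With KCl, they made up 37.3% at 15 min, 20.6% at 45 min and 33.7% at 180 min. With TTXw, they made up 8.70% at 45 min and 47.7% at 180 min. Normalization by the size factors of DESeq2 in place of TMM moved none of these shares by more than 10 percentage points. Of the genes lower at 15 min of KCl, 317 were also tested in the maturation experiment, and 38.2% of them were below basal at 15 min of KCl there. Of the 528 higher genes tested there, 54.7% were above basal.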

To uncover the functional significance of the DEGs, we conducted a Gene Ontology (GO) functional enrichment analysis. 

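For 8 combinations of stimulus and time with at least 1 DEG, the number of DEG found here was set beside the number of enriched GO terms in the paper's supplementary table. The paper lists 132 terms for Bic at 15 min, 352 at 45 min and 176 at 180 min, and 230, 62 and 51 terms for KCl at 15, 45 and 180 min. For TTXw it lists 159 terms at 45 min, where 46 DEG were found here, and 480 at 180 min. The correlation had r = 0.921 (exact permutation test, two-sided, p = 0.00312, n = 8) and rho = 0.732 (exact permutation test, two-sided, p = 0.0488, n = 8). Without the 2 combinations with the most distant numbers of DEG, r was 0.644. It was 1 of 2 relations computed, and Benjamini-Hochberg adjustment left these p unchanged, as the other relation had smaller ones. The combinations are not independent, since those of Bic and KCl share the basal samples and those of TTXw the basal TTX samples.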

Examining the enriched GO biological processes for each experimental condition, we found a direct relationship between the number of DEGs and the corresponding enriched GO terms (Figure 6C, Supplementary Table S5). Notably, following TTXw treatment, the enriched GO terms included a higher proportion of downregulated genes, as indicated by the z-score (Supplementary Figure 2B). 

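For TTXw at 180 min, 41.2% of the paper's 480 enriched terms have a negative z-score, and 5.97% of its 352 terms for Bic at 45 min. For TTXw at 45 min, 0 of the paper's 159 terms have one. The share is also 0 for Bic at 15 and 180 min and for KCl at 45 min. For KCl, the paper's share is 4.78% at 15 min and 7.84% at 180 min. In the gene-level tests here, 744 of the 1592 genes called over the 3 time points of TTXw were only lower at the time points at which they changed at least 1.5-fold, and 94 were higher at one time point and lower at another. For Bic, these numbers were 300 and 12 of 797, and for KCl 244 and 38 of 726.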

While general neuronal-related processes such as “learning” and “memory” were enriched across all treatments, specific neuronal and cellular GO terms were uniquely enriched depending on the stimulation modality (Figure 6C, Supplementary Table S5). Bic and TTXw treatments significantly enriched biological processes related to neuronal projections, dendritic projections, and synaptic organization. In contrast, these terms were not enriched following KCl treatment, which aligns with its mechanism of inducing a large influx of calcium without continuous synaptic activation. Overall, these findings further support the existence of stimulus-specific gene expression programs in neurons.

### Individual gene behavior and gene dynamic clustering

To gain deeper insight into individual gene temporal dynamics, we analyzed expression patterns at the single-gene level and identified three distinct groups with unique temporal profiles. The first group, including genes like Gadd45g, Arc, Ptgs2, and Rasl11a, exhibited expression patterns that aligned with the specific peaks for each stimulation modality (KCl at 15 m, BIC at 45 m, TTXw at 180 m shown in Figures 6A, B; Figure 7A, first column). 

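With Bic, Gadd45g (chromosome 13, 51846675 to 51848475) had log2 fold changes of 1.98, 3.12 and 1.70 at 15, 45 and 180 min (standard errors of 0.18 to 0.19). With KCl they were 2.00, 0.73 and 1.59, and with TTXw -0.12, 0.73 and 0.82 (standard errors of 0.18 to 0.20), so the values at 45 and 180 min of TTXw differed by less than their standard errors. Arc had log2 fold changes of 3.31 at 15 min and 3.19 at 180 min of Bic, and of 1.61 at 45 min and 1.56 at 180 min of KCl. With TTXw, that of Arc was 0.45 at 15 min (standard error 0.25), 1.91 at 45 min (standard error 0.23) and 1.45 at 180 min (standard error 0.23). Ptgs2 (chromosome 1, 150100031 to 150108234) was highest at 45 min of Bic (2.46, standard error 0.23), at 15 min of KCl (2.10, standard error 0.23) and at 180 min of TTXw (1.97, standard error 0.42). It passed the threshold with TTXw in 9 of the 10 fits that each left out one replicate. Rasl11a (chromosome 5, 146845071 to 146847726) was highest at the same time points, with 2.33 for Bic (standard error 0.28), 1.24 for KCl (standard error 0.30) and 1.92 for TTXw (standard error 0.47). The adjusted p of Rasl11a over the time points was 1.59e-06 for Bic, 0.0102 for KCl and 0.0177 for TTXw, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It passed with TTXw in 8 of the 10 fits.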

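Nr4a3 (chromosome 4, 48045078 to 48086447) had its largest log2 fold change at 180 min with each stimulus, of 1.13 for Bic (standard error 0.13), 1.06 for KCl (standard error 0.13) and 1.89 for TTXw (standard error 0.14). It had 146.9 ± 18.7 CPM (SD, n = 3) in basal samples and 28.8 ± 4.12 CPM (SD, n = 4) in basal TTX. Egr4 (chromosome 6, 85511121 to 85513589) had log2 fold changes of 1.16, 2.72 and 2.73 at 15, 45 and 180 min of Bic (adjusted p = 6.55e-16 over the time points from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With KCl, those of Egr4 were 0.18, 0.35 and 0.44 and did not pass the threshold. With TTXw, Egr4 was at 1.07 at 45 min (standard error 0.29) and at -0.02 at 180 min (standard error 0.31). Npas4 (chromosome 19, 4984353 to 5003439) had log2 fold changes of 1.84, 3.37 and 3.13 with Bic, of 1.57, 0.77 and 1.28 with KCl, and of -0.10, 1.27 and 0.43 with TTXw, at 15, 45 and 180 min. The noncoding AU023762 (chromosome 9, 113496746 to 113587152) rose at 15 min by 3.15 with Bic (standard error 0.58) and by 2.86 with KCl (standard error 0.57), from 1.44 ± 0.957 CPM (SD, n = 3) in basal samples. In basal TTX, 1 of the 4 samples, replicate 2, had any counts of AU023762, at 1.74 CPM, and the gene did not pass with TTXw (adjusted p = 0.764 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).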

The second group, comprising genes such as Nr4a3, Egr4, Npas4, and AU023762, showed a similar response pattern to the three different activation treatments (Figure 7A, second column). In contrast, genes of a third group, including Fos, Btg2, Junb, and Ccdc184, displayed distinct responses to each stimulus (Figure 7A, third column). These results underscore the complexity and diversity of temporal gene expression dynamics in response to different neuronal activation modalities.

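Fos (chromosome 12, 85473890 to 85477274) had log2 fold changes of 1.06, 2.54 and 2.27 at 15, 45 and 180 min of Bic, and of 0.87, 0.59 and 1.39 of KCl (standard errors of 0.20 to 0.21). With TTXw, they were 1.11, 4.15 and 1.75 (standard errors of 0.24 to 0.30), against basal TTX samples of which replicate 2, at 19.2 CPM, lay apart from the other 3, at 6.44 CPM or less. Btg2 (chromosome 1, 134074865 to 134079155) was at 0.64, 2.40 and 0.99 with Bic, and at 0.24, 2.52 and -0.09 with TTXw. With KCl, Btg2 was at -0.10, -0.67 and 0.06 and did not pass (adjusted p = 0.158 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Junb (chromosome 8, 84976909 to 84978748) reached 2.60 at 180 min of Bic and 1.64 at 180 min of KCl, and 2.12 at 45 min of TTXw, with replicate 3 of basal TTX, at 11.4 CPM, apart from the other 3. Ccdc184 (chromosome 15, 98167806 to 98170134) rose to 1.10 at 15 min of Bic (standard error 0.17) and 0.97 at 15 min of KCl (standard error 0.17), and fell to -0.76 at 180 min of TTXw (standard error 0.18). The fall of Ccdc184 with TTXw passed the threshold in 9 of 10 fits that each left out one replicate.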

**Figure 7:**
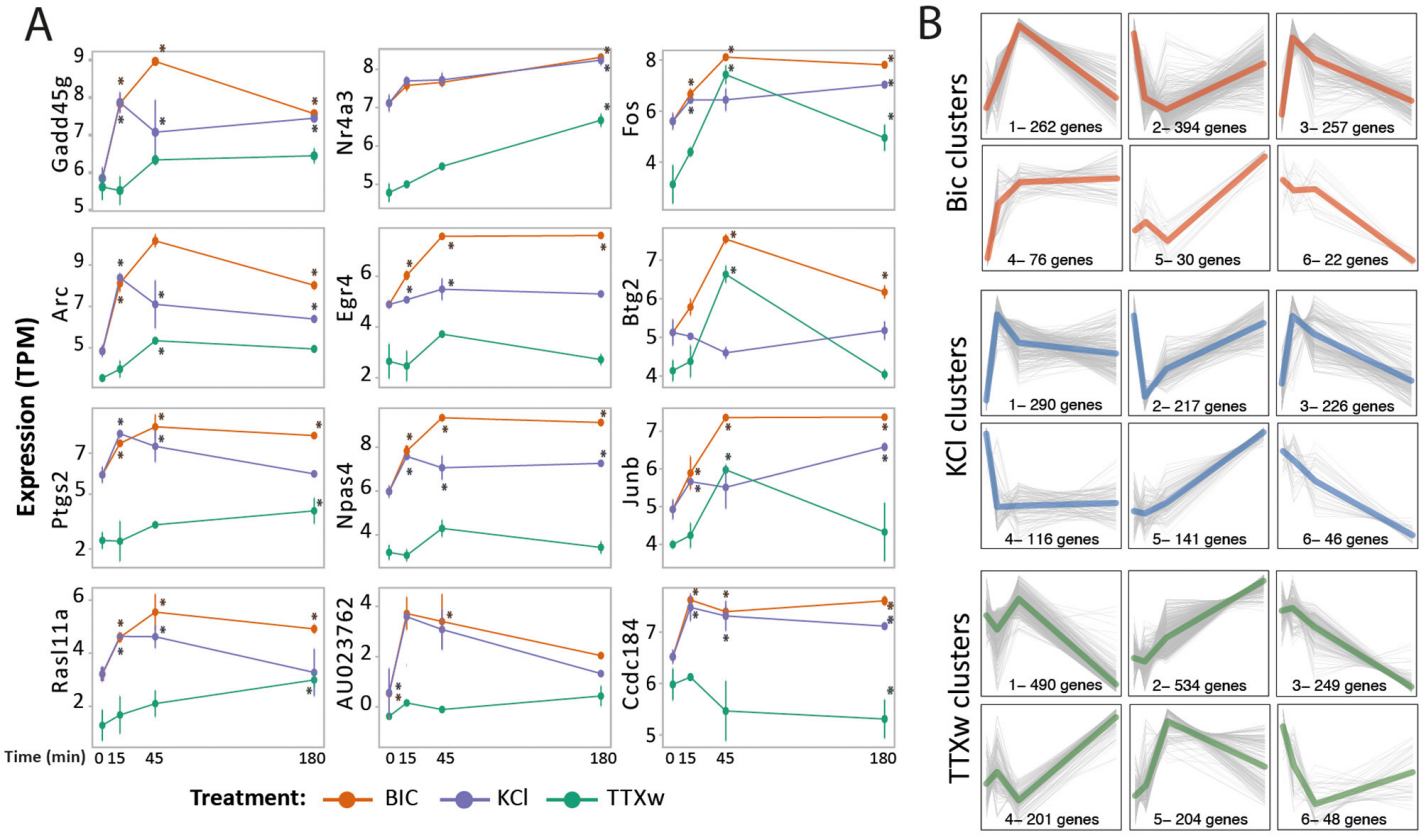
Individual gene behavior and gene dynamic clustering. **(A)** Gene expression dynamics: selected genes' expression levels are shown (TPM). Three gene groups with specific behaviors are presented: in the first column, transcripts peaking at the most prioritized time point for each stimulus (see Figure 5A); in the second column, genes responding similarly across the stimulation modalities; and in the third column, genes behaving differently upon each stimulus. All presented genes exceed the statistical significance filters in their global dynamics. Asterisks indicate significance vs. statistical measure of time-to-time comparison. **(B)** Gene dynamics clustering of DEG upon each stimulation modality. The dynamic-tree cut method was used to infer clusters from the obtained hierarchical dendrogram and those clusters whose mean profiles had a distance less than 0.3 were merged. Each gray line represents a gene, and the colored line is the genes' average trajectory corresponding to said dynamics. The number of genes that each of the six clusters of each treatment is indicated.

Using the dynamic tree-cut method, we performed gene clustering of DEGs based on their expression dynamic and identified six different gene expression dynamics associated with specific neuronal activity patterns (Figure 7B, Supplementary Table S6). Most clusters exhibited a transient increase in gene expression with a peak at 15 or 45 min, followed by a return to initial levels (e.g., BIC_1 and BIC_3; KCl_1 and KCl_3; TTXw_1 and TTXw_5). In contrast, some clusters showed sustained changes in gene expression up to 180 min (e.g., BIC_4 and BIC_6, KCl_5 and KCl_6, TTXw_2 and TTXw_3). 

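For the paper's clusters of Bic and KCl, the mean log2 fold change of the member genes was computed at 15, 45 and 180 min. The means were 0.56, 1.13 and 0.23 for BIC_1 (244 genes tested) and 1.02, 0.83 and 0.26 for BIC_3 (247 genes tested). For KCl_1 (268 genes tested) the means were 1.04, 0.58 and 0.45, and for KCl_3 (202 genes tested) 1.14, 0.57 and -0.11. The largest change of single genes was at 45 min for 231 genes of BIC_1, and at 15 min for 151 genes of BIC_3, 250 of KCl_1 and 156 of KCl_3. The SD over the genes of a cluster at its peak was between 0.530 and 0.774 on the log2 scale. Cluster membership was taken from the paper's supplementary table, and the paper formed the clusters from these same samples.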

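At 15, 45 and 180 min, the mean log2 fold changes were 0.93, 1.26 and 1.20 for BIC_4 (74 genes tested) and 0.08, 0.20 and -0.94 for BIC_6 (21 genes tested). For KCl_5 (121 genes tested) they were 0.00, 0.08 and 0.81, and for KCl_6 (26 genes tested) 0.00, -0.24 and -1.21. At 180 min, 20 of the BIC_6 genes, 90 of the KCl_5 genes and 23 of the KCl_6 genes had their largest change. For BIC_4, it was at 180 min for 28 genes, at 45 min for 29 and at 15 min for 17.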

A third group of clusters displayed a marked change in gene expression direction at the intermediate time points (e.g., BIC_5, TTXw_1 and TTXw_4). 

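For BIC_5 (27 genes tested), the mean log2 fold changes were 0.18 ± 0.428 at 15 min, -0.06 ± 0.501 at 45 min and 0.84 ± 0.510 at 180 min (SD over 27 genes).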

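Of the DEG with Bic, 66.6% had their largest log2 fold change at 45 min, 25.5% at 15 min and 7.91% at 180 min. For KCl, 75.9% had it at 15 min, 6.20% at 45 min and 17.9% at 180 min, and for TTXw 88.8% at 180 min, 9.11% at 45 min and 2.14% at 15 min. Thinning the counts moved the share of Bic at 45 min most, to 60.7%, and the likelihood ratio test that of KCl at 15 min, to 70.3%. Among genes with the largest change before 180 min, the change at 180 min was less than 50% of it for 80.6% of the Bic genes peaking at 45 min and for 75.9% of the KCl genes peaking at 15 min. This share was 47.6% for the TTXw genes peaking at 45 min. At 21DIV of the maturation experiment, it was 35.9% for the KCl genes peaking at 15 min. The peak of each gene was chosen from the same estimates, which by itself makes the change at 180 min look smaller beside it. These shares can therefore be too high.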

Notably, clusters BIC_1 (peak at 45 min), KCl_1 (peak at 15 min), and TTX_2 (constant increase up to 180 min) contained the highest proportion of genes among each treatment, consistent with the distribution of DEG observed at each time point and treatment (Figure 6A). To evaluate gene responses and identify clusters of similar genes, we compare cluster composition along each stimulation condition (Supplementary Figure 3). BIC_2/KCl_2 pair shares the most genes, with their dynamics closely aligned (Figure 7B). 

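The genes that the paper places in both clusters and that passed the filter on low counts had mean log2 fold changes of -0.82, -0.997 and -0.26 at 15, 45 and 180 min of Bic. With KCl, their means were -0.999, -0.54 and -0.19.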

Other pairs, such as BIC_3/KCl_1, BIC_3/KCl_3, BIC_1/KCl_1, and BIC_1/KCl_3, share 60–100 genes and display similar dynamics, highlighting substantial overlap between BIC and KCl treatments. 

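The 106 tested genes of BIC_3/KCl_1 had mean log2 fold changes of 1.04, 0.92 and 0.39 with Bic and 1.15, 0.68 and 0.48 with KCl, at 15, 45 and 180 min. For BIC_3/KCl_3 (64 genes tested), the means were 1.20, 1.10 and 0.24 with Bic and 1.34, 0.65 and 0.08 with KCl. For BIC_1/KCl_1 (68 genes tested) they were 0.74, 1.16 and 0.38 with Bic and 1.02, 0.60 and 0.43 with KCl. In BIC_1/KCl_3 (43 genes tested) the means were 0.84, 1.45 and 0.42 with Bic and 1.17, 0.59 and -0.09 with KCl. Both stimuli were compared with the same basal samples, whose noise enters both sets of means.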

TTXw clusters also overlap significantly with BIC and KCl, particularly TTXw_2, which shares genes with BIC_1, BIC_3, KCl_1, and KCl_3. However, TTXw_2 exhibits distinct dynamics, with sustained gene expression increases up to 180 min (Supplementary Figure 3A). Among the 184 DEGs shared across all activation paradigms, the most gene-rich combinations included BIC_1/KCl_1/TTXw_2, BIC_3/KCl_1/TTXw_2, BIC_1/KCl_3/TTXw_2, and BIC_3/KCl_3/TTXw_2 (Supplementary Figure 3B). Genes with reduced expression were prominent in BIC_2/KCl_2/TTXw_3 and BIC_2/KCl_2/TTXw_1.Add (Supplementary Figure 2B).

Our gene clustering analysis revealed distinct gene expression dynamics corresponding to specific neuronal activity patterns, providing valuable insights into the diversity of transcriptional responses to various modes of neuronal activation. These findings offer significant implications for understanding the regulatory mechanisms underlying neuronal stimuli responses.

## Discussion

Previous research defined the timeline of synaptogenesis in primary neuronal cultures, showing that synapse formation begins around DIV7-12 (depending on culture conditions), reaching maturation 6–10 days later (Banker, 2018; Benson and Cohen, 1996; Harris et al., 1992; Kaech and Banker, 2006; Li and Sheng, 2003; Papa et al., 1995). In fact, not only the structure but also the functional matching between the pre- and postsynaptic compartments increases with neuronal maturation (Kay et al., 2011). The morphological and electrophysiological measurements of our cultured neurons indicate that they follow the same timeline (Figures 1, 3). In particular, the absence of an evoked electrophysiological response to Bic-induced synaptic stimulation in DIV7 neurons (Figure 3B), in contrast to the robust response in DIV21 neurons (Figure 3F), suggests that functional synapses are largely absent at this developmental stage in our culture conditions. Accordingly, a comparative analysis of DIV7 vs. DIV21 neurons revealed substantial transcriptional differences in basal gene expression, with 3.885 genes differentially expressed between the two populations (Figure 1). Even though DIV7 neurons remain largely unresponsive to (Bic-induced) synaptic transmission, they do respond to KCl, although with a smaller gene expression response (443 DEG at DIV7 vs. 1,245 DEG at DIV21) (Figure 2). 

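The DEG with KCl at 7DIV and at 21DIV had 74 genes in common, of which 64 changed in the same direction. From lists of 269 and 899 among 11746 genes, 20.6 common genes would be drawn at random. With one replicate left out at a time, between 48 and 96 genes were in common, and without the filter on low counts 148. Among the 35 IEGs of Figure 5B, 14 were DEG with KCl at 7DIV and 23 at 21DIV. Their mean log2 fold change at 15 min of KCl was -0.23 ± 0.389 at 7DIV and 0.89 ± 0.707 at 21DIV, and at 180 min 0.79 ± 0.888 and 1.34 ± 1.09 (SD over 35 genes). The interaction with stage passed for 9 of the 35 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.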

Interestingly, these differences are not only quantitative but also qualitative, as only 115 common genes are differentially expressed at both developmental stages (Figure 2). KCl treatment bypasses synaptic transmission, directly triggering action potentials in each neuron. Thus, the reduced sensitivity to KCl in DIV7 neurons indicates that signaling cascades and transcriptional machinery necessary to translate activity into gene expression programs are still immature and not fully functional at this early stage. These findings hold relevance for a vast research landscape of studies addressing activity-related phenomena where experiments involving primary neurons treated with KCl at DIV7-12 are abundant. Therefore, our results underscore the importance of considering neuronal developmental stage when interpreting transcriptional responses to activity stimulation and suggest that standardizing the use of more mature neuron cultures—such as 21DIV—may improve physiological relevance in future research.

It is also important to highlight that KCl treatment protocols remain unstandardized in the field. As thoroughly reviewed by Rienecker et al. (2020), key experimental variables—including KCl concentration, duration of exposure, composition of the treatment solution, media replacement procedures, and prior neuronal silencing—can substantially influence intracellular signaling dynamics and downstream transcriptional outcomes (Rienecker et al., 2020; Wheeler et al., 2008). While the use of KCl, Bicuculline, and other stimulation methods, has been extensively described, it is important to emphasize that these experiments are conducted in *in vitro* neuronal networks. For instance, the basal activity state of recurrent networks in DIV21 neuron cultures likely differs from that of native circuits, potentially affecting both the baseline gene transcriptional state and the magnitude of activity-induced gene expression changes. These inherent limitations of the model naturally constrain data interpretation, and any direct comparisons or extrapolations to *in vivo* systems should be approached with caution. In this context, the pharmacological activation of neurons in culture, while effective, reflects conditions that are likely extreme or non-physiological relative to the complexity of *in vivo* neuronal activity. Nonetheless, *in vitro* approaches have been successful as a hypotheses generator and in identifying key immediate early genes (IEGs) (Ataman et al., 2016; Bading et al., 1993; Boulting et al., 2021; Flavell and Greenberg, 2008; Kim et al., 2010; Lin et al., 2008; Malik et al., 2014; Mardinly et al., 2016; Sharma et al., 2019; Spiegel et al., 2014; Stroud et al., 2017; Yun et al., 2013) whose functional relevance has subsequently been validated *in vivo*. Importantly, the identification of activity-regulated mRNAs directly from brain tissue has helped overcome some limitations of *in vitro* systems and significantly advanced our understanding of IEG induction *in vivo*. This has been achieved in model organisms such as flies—using temperature or light-controlled neuronal activation (Chen et al., 2016)—, and rodents, through protocols including intense light exposure after prolonged dark housing (Hrvatin et al., 2018; Tyssowski et al., 2018; Xu et al., 2021), the induction of epileptic-type electrical activity (Fernandez-Albert et al., 2019; Lacar et al., 2016), or stimuli associated with the administration of abuse drugs (Mukherjee et al., 2018; Muniz et al., 2017). In fact, these studies described a broad range of transcriptional responses and IEG induction. A comparative analysis of that data reveals the presence of a core set of genes consistently emerging across various stimuli, including Egr1, Egr4, Egr2, Npas4, Nr4a1, Dusp1, Fos, Arc, Jun, Fosb, Btg2, Atf3, Junb, Gadd45g, Nr4a2, Ier5, and Irs2. Notably, we identified a core set of 35 IEGs responsive to all three activation stimuli tested, encompassing many of these responsibly conserved genes (Figure 5). This suggests the existence of a core transcriptional program governing the genetic response to neuronal activation, irrespective of the specific intracellular mechanisms involved. However, the activation of this core gene set does have a stimulus-dependent temporal dynamics, revealing a complex interplay between shared and specific signaling pathways. This implies that the temporal patterns of gene induction serve as a molecular fingerprint, encoding information about the underlying mechanisms driving neuronal activation.

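Of the 17 genes listed as consistently emerging across stimuli, 16 passed the filter on low counts in the stimuli experiment, while Egr2 had at most 2 counts in any sample. Whether Egr2 has further counts on the transcripts that matched no gene symbol was not resolved. All 16 were DEG with Bic, 11 with KCl and 14 with TTXw, and 10 with all 3 stimuli, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Those 10 were Npas4, Nr4a1, Dusp1, Fos, Arc, Fosb, Atf3, Junb, Gadd45g and Nr4a2. Of the 17 genes, 11 are among the 35 of Figure 5B.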

Furthermore, neuronal activity to gene expression mechanisms can be conceptualized as a translation of digital signals (e.g., pulses/discrete patterns) into analog intracellular signals. This process has been previously described in non-neuronal cells such as NIH 3T3 and PC12 cell lines showing that pulsatile stimulus over ligand or light-induced receptor activation can not only initiate distinct signaling cascades but also generate different activation dynamics of the same kinase pathway, such as ERK which subsequently controls IEG expression in those cell systems (Ravindran et al., 2022, 2020; Toettcher et al., 2013; Wilson et al., 2017). In fact, ERK is known to act as a central regulator of IEG expression in neurons (Tyssowski et al., 2018). Remarkably, ERK activation dynamics closely paralleled the temporality of activity-dependent gene expression observed across KCl, Bic, and TTXw stimulation (Figure 5B), indicating that transcriptional responses are, at least in part, governed by the precise timing of early intracellular signaling events.

For years, KCl, Bic, and TTXw have been used as methods to induce neuronal activity under the consideration that they produce equivalent effects. Recently, emerging evidence has also shown the divergent impacts of these stimuli on specific cellular phenomena. For instance, Bic and TTXw lead to distinct effects on nucleus-synapse transport (Ch'ng et al., 2012), while Bic, KCl, and TTXw induce different Arc transcriptional bursts (Das et al., 2018). However, despite their widespread use, no comprehensive comparison of these activation modalities has been conducted to elucidate their specific roles in activation-regulated transcription. Our analysis revealed marked disparities in the gene expression programs triggered by the different stimuli. This underscores the importance of considering Bic, KCl, and TTXw as non-equivalent, unique activation modalities to avoid misinterpretations and enhance reproducibility across different fields in neuroscience, studying diverse aspects of neuronal activation.

A more precise approach to dissecting the effects of activity patterns might be the use of electrodes providing direct electrical stimulation over neuronal cultures. Previous studies in dorsal root ganglion (DRG) neurons have shown that diverse bursting electrical stimulation patterns can induce specific gene expression profiles (Iacobas et al., 2019; Lee et al., 2017; Sheng et al., 1993). However, the magnitude of expression changes observed is relatively modest, possibly due to the extended activation protocols used (up to 5 h). It is important to note that these studies were conducted in DRG neurons that develop in absence of synaptic contacts and remain silent in culture.

The difficulties in evaluating activity-dependent gene expression changes in response to short-duration controlled stimuli explain the predominance in this field of research of protocols that stimulate neuronal activity for longer durations like KCl, Bic, and TTXw with less control over the firing frequencies of neurons. Attempts to perform controlled-frequency stimulations were also performed using optogenetics in neuronal cultures. For example, few studies have demonstrated precise temporal control of IEG induction, such as Fos, by light in neurons expressing ChR2 (Schoenenberger et al., 2009). Furthermore, recent studies have demonstrated that *in vitro* neurons can reliably follow optogenetic stimulation frequencies up to 10 Hz for several minutes, but fidelity declines at higher frequencies (Yang et al., 2024). However, optogenetic stimulation using light also has limitations. Notably, blue light alone can induce activity-dependent gene expression in neuronal cultures, even in the absence of channelrhodopsins in neuronal cultures (Tyssowski and Gray, 2019). These effects appear to result from phototoxic interactions with molecules present in neuronal culture media (Duke et al., 2020). To overcome this limitation, future studies could utilize electrical stimulation at specific frequencies of single pulses or bursts over varying time points using multi-electrode array (MEA) plates, in combination with pharmacological blockers of excitatory and inhibitory neurotransmission (e.g., APV-NBQZ or kynurenic acid plus picrotoxin). Such an approach would allow for the isolation of cell-intrinsic activation mechanisms while minimizing the contribution of network-level activity.

The advent of single-cell RNA sequencing, especially with anticipated improvements in sequencing depth, will be instrumental both in cultures and *in vivo* setups. In neuronal cultures, it would help to understand the magnitude and variability in responses among individual neurons in culture. *In vivo* studies combining neuronal labeling techniques with single-cell RNA sequencing will be crucial to pinpoint gene expression uniquely in neurons that were activated or incorporated into a memory engram (FOS+ or ARC+) in response to more physiological changes, such as exposure to a novel environment (Lacar et al., 2016) or engagement in a fear conditioning paradigm (Cho et al., 2016).

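Counted at the time point of the largest change, 38.4% of the DEG with Bic, 35.5% of those with KCl and 48.7% of those with TTXw were lower than their control in the stimuli experiment. At 7DIV, 44.2% of the DEG with KCl were lower, and at 21DIV of the maturation experiment 46.1% with KCl and 47.2% with Bic. In the stimuli experiment, the median log2 fold change of all tested genes at single time points was between -0.01 and 0.02. Of the genes lower at 15 min of KCl at 21DIV in the maturation experiment, 352 were tested in the stimuli experiment, and 44.03% of them were below basal there. Of the 370 higher genes tested there, 51.1% were above basal.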

We also observed a substantial number of genes that were downregulated following neuronal activation, a phenomenon that remains largely understudied. One possible explanation is that this downregulation facilitates the upregulation of other genes essential for activity-driven neuronal changes. Although no specific strong shared identity emerged among the downregulated genes, the negative chromatin regulator Hdac11 (Liu et al., 2020) showed decreased expression following KCl, Bicuculline, and TTXw. Similarly, genes linked to autophagy, proteasome and endoplasmic-reticulum-associated degradation such as Derl3, Prss36, Atg2b, Ulk1, Ulk2, and Stbd1, were also downregulated. 

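Hdac11 lies on chromosome 6 from 91156670 to 91174692. It fell from 61.1 ± 12.2 CPM (SD, n = 3) in basal samples to 38.2 ± 3.35 CPM (SD, n = 2) at 45 min of Bic, a log2 fold change of -0.69 (standard error 0.19), and to 34.3 ± 4.33 CPM (SD, n = 2) at 15 min of KCl, one of -0.83 (standard error 0.19). At 180 min of TTXw it was at 32.2 ± 10.2 CPM (SD, n = 3), against 60.4 ± 8.56 CPM (SD, n = 4) in basal TTX, a log2 fold change of -0.91 (standard error 0.18). The adjusted p over the time points was 0.0199 for Bic, 0.0193 for KCl and 0.000589 for TTXw, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Hdac11 passed the threshold in 2 of the 3 fits that each left out a basal replicate with Bic, and in 2 of 3 with KCl.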

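Ulk1 (chromosome 5, 110784489 to 110810120), a kinase gene of autophagy, had log2 fold changes of -0.69 at 45 min of Bic (standard error 0.14) and -0.68 at 15 min of KCl (standard error 0.14). At 180 min of TTXw, that of Ulk1 was -0.30 (standard error 0.12), a change of less than 1.5-fold. Ulk2 (chromosome 11, 61775598 to 61855334) had one of -0.63 at 15 min of KCl (standard error 0.13), while those at 45 min of Bic (-0.58, standard error 0.13) and at 180 min of TTXw (-0.56, standard error 0.11) were below 1.5-fold. Atg2b (chromosome 12, 105613539 to 105685297) was at -0.90 at 45 min of Bic (standard error 0.20) and at -0.72 at 15 min of KCl (standard error 0.19), and with TTXw its largest change was 0.36 (adjusted p = 0.175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With KCl, Atg2b did not pass in the fits without basal replicate 1 or without basal replicate 5, and Ulk2 not in the latter. Derl3 (chromosome 10, 75893398 to 75895941) passed with Bic, at -1.88 at 15 min (standard error 0.55), in 1 of the 3 fits that each left out a basal replicate. With KCl at 180 min, Derl3 had 3 or fewer counts in both samples, at least 4.11-fold lower than basal. Prss36 (chromosome 7, 127932638 to 127946725) passed with Bic, at -1.21 at 45 min (standard error 0.34), but in 0 of the 3 fits that left out a replicate. Stbd1 (chromosome 5, 92603051 to 92606579) passed with Bic, at -1.74 at 15 min (standard error 0.50), in 1 of those 3 fits. With KCl, Prss36 and Stbd1 did not pass (adjusted p = 0.238 and 0.195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with TTXw Derl3, Prss36 and Stbd1 did not pass (adjusted p = 0.0874, 0.290 and 0.653). These values are from the stimuli experiment. At 21DIV of the maturation experiment, Derl3 was at 4.00 ± 3.70 CPM (SD, n = 3) in basal samples and 8.12 ± 3.02 CPM (SD, n = 3) at 180 min of KCl. With Bic, Derl3 was there at 1.40 ± 0.400 CPM (SD, n = 2) at 15 min and 27.1 ± 7.30 CPM (SD, n = 2) at 180 min. Stbd1 was there at 3.78 ± 1.59 CPM (SD, n = 3) in basal samples and 14.8 ± 4.49 CPM (SD, n = 2) at 180 min of Bic.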

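Ufl1 (chromosome 4, 25247149 to 25281821) went from 19.3 ± 2.88 CPM (SD, n = 3) in basal samples to 9.61 ± 0.953 CPM (SD, n = 2) at 15 min of KCl, a log2 fold change of -1.004 (standard error 0.28, adjusted p = 0.0271 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With Bic, that of Ufl1 was -1.14 at 15 min (standard error 0.31) and did not pass (adjusted p = 0.0604 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With TTXw, Ufl1 was higher, by 1.17 at 45 min (standard error 0.33, adjusted p = 0.0246 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed in 8 of the 10 fits that each left out one replicate. With KCl, Ufl1 did not pass in the fit without basal replicate 1, or with DESeq2. Piwil2 did not pass the filter on low counts and was not tested. It had between 0 and 15 counts per sample, with 3.43 ± 1.56 CPM (SD, n = 3) in basal samples. With KCl it was at 2.49 ± 0.263, 3.19 ± 1.02 and 4.41 ± 1.51 CPM (SD, n = 2 each) at 15, 45 and 180 min. With Bic it was at 0.886 ± 1.25, 0.989 ± 0.974 and 3.20 ± 1.63 CPM (SD, n = 2 each). Its mean thus lay above basal at 180 min of KCl only.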

As were genes involved with mRNA degradation pathways, including Ufl1 and Piwil2, the latter of which functions with piRNA to methylate and silence gene targets (Rajasethupathy et al., 2012). These findings suggest a potential reduction in mRNA and protein degradation processes in neurons during activation. While we did not identify upregulated genes associated with transcriptional repression machinery, uncovering the role of this widespread gene downregulation offers an opportunity to deepen our understanding of complex regulatory mechanisms triggered by neuronal activity.

In summary, our study reveals that neuronal development significantly impacts the transcriptional response to neuronal activity. Using KCl, Bic, and TTXw to induce distinct neuronal activation patterns, we found that each stimulus elicits unique gene expression profiles in mature neurons. These findings emphasize the crucial need to consider both neuronal developmental stage and activation modality when exploring activity-dependent gene regulation.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

How the deposited data were processed for this re-analysis (not part of the article)

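RNA of primary mouse neurons from cortex and hippocampus was measured in 2 experiments. The maturation experiment had 28 samples at 7DIV and 21DIV, basal or stimulated with KCl, or with Bic together with 4-aminopyridine, for 15 or 180 min. The stimuli experiment had 27 samples at 21DIV, stimulated with KCl, Bic alone or TTXw for 15, 45 or 180 min, with basal and basal TTX controls. Conditions and replicate numbers were taken from the sample titles and descriptions.

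The authors made CEL-Seq2 libraries of 3′ ends, aligned the reads to mm10 with STAR, counted them with the End Sequence Analysis Toolkit, and deposited a table of whole-number counts per RefSeq transcript for each experiment. No normalization had been applied to these deposited counts. Whether reads with the same unique molecular identifier were collapsed before counting is not stated, so intervals from counts cover counting error only. The spread between replicates was larger, with a chi-square per degree of freedom between 2.17 and 21.0 (median 4.27) over 48 pairs of replicates.

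Transcripts were matched to gene symbols by the RefSeq annotation of GRCm38.p6, the same build as mm10. In the maturation experiment 80.8% of 97700 transcripts matched, and in the stimuli experiment 80.9% of 96722. The unmatched transcripts held 18.5% and 19.2% of the counts and were left out, since they have no gene symbol. Transcripts of a gene that share a 3′ end repeat counts, so that the sum over transcripts was 3.13 times the count of the transcript with the most counts in the maturation experiment and 3.29 times in the stimuli experiment. The transcript with the most counts over all samples represented its gene. Counts on genes per sample had a median of 2867836 at 7DIV, 5088478 at 21DIV of the maturation experiment and 2384138 in the stimuli experiment.

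The analysis used R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes above 5 CPM in at least 2 samples were kept, normalized by TMM and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The threshold for DEG was an adjusted p under 0.05 and a change of at least 1.5-fold, and for interactions with stage an adjusted p under 0.05. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. The basal comparison of 21DIV with 7DIV was fitted on its 6 samples. All other tests of an experiment came from 1 fit with a group for each condition. Stimuli were tested over all their time points together, and in the stimuli experiment also at each time point. Principal components used log2 CPM with a prior count of 2 of the 500 most variable genes, and their shares carry jackknife standard errors. The tests were run on simulated data with 200 changed genes added. Each of these genes had the same change at all time points of a stimulus. The quasi-likelihood test called between 68.1% and 83.9% of the changed genes that passed the filter, with between 3 and 13 unchanged genes called and 0 in the wrong direction.

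The genes named are those the paper names for these experiments in its results, discussion and Figures 5B and 7A. Added to them are, for each of 8 comparisons, the 3 largest rises and 3 largest falls past the threshold. These had an average log2 CPM of at least 3, and every treated sample lay on the same side of every basal sample. This rule, the tests and most alternatives were set before the data were examined. The alternatives were the likelihood ratio test of edgeR, DESeq2, RLE size factors, no filter on low counts, the filterByExpr filter, counts thinned to the smallest library, a fit on the compared groups only, the replicate number as a block, and leaving out each replicate in turn. For the basal comparison a fit on all samples of the maturation experiment was added, and for principal components all genes and the variance stabilizing transformation. Counts summed over the transcripts of a gene, the differences between time points and the shares of lists and peaks were chosen after the data were seen.

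Clusters, lists of DEG and enriched terms were taken from the paper's supplementary tables where they are set beside values computed here. The clusters of TTXw, the enrichment of gene sets, electrophysiology and protein measurements were not analysed here. Some genes covered by the rule are not reported here.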

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

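In this part, the comparisons between time points, and the tests of depth, of Xist and of glial marker genes, were chosen only after the result was seen. The counts of other splits of the samples were planned before.

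The response to a stimulus differed between 21DIV and 7DIV by an interaction term for 242 genes with KCl and 490 with Bic. For KCl, with a fit on the compared samples only, 132 genes passed, and 2 of 100 splits drawn at random, the real one included, gave as many (246 in the other). At 21DIV, KCl gave 431 DEG in the fit on the compared samples, as many as in 1 of 100 splits, the real one, with 418 in the next. At 7DIV, KCl gave 232 DEG in that fit, and 5 of 100 splits gave as many, with up to 265. All 5 kept the samples at 180 min together, as the real split does, so that these splits differ little from the comparison of 180 min with the rest. At 7DIV, Bic gave 2 DEG in that fit, and 11 of 100 splits gave as many, of which 8 kept the samples at 180 min together, so that these 8 differ little from the comparison of 180 min with the rest. The other 3 of the 11 did not keep them together. For Bic at 21DIV and its interaction with stage, with 2 samples in a group, splits were not counted.

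The 7DIV samples had lower depth, which could lower their number of DEG. After thinning all samples to the smallest library, 793 genes passed with Bic at 21DIV, so depth alone did not give the difference from 0 at 7DIV, where 846 genes had an unadjusted p under 0.05. At 7DIV, data simulated for KCl showed calls at the same number of replicates. Bic at 7DIV was not simulated, and each simulated change was the same at both time points. The simulation thus cannot decide whether changes with Bic at a single time point were missed at 7DIV. Stage and any other difference between the sets of cultures cannot be told apart by these data, since each stage was 1 set of samples.

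Among the genes named, the difference of log2 fold change at 180 min, 21DIV less 7DIV, was 1.48 for Nefh with KCl (adjusted p = 0.0140 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Ttr with KCl it was -5.22 (adjusted p = 0.00415, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 or fewer counts in each of 3 samples at 180 min of 21DIV. With Bic it was 4.25 for Atf3, 4.77 for Emp1, 3.55 for Klf4, -3.50 for Tgm3 and -3.67 for 4930429B21Rik. Their adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.00454, 0.0206, 0.0334, 0.00319 and 0.0370. Each adjusted p is that of the interaction over 15 and 180 min together, and not of 180 min alone. At 15 min the difference was -0.77 for Nefh and 3.69 for Ttr with KCl, opposite in sign to 180 min. With Bic at 15 min it was -0.01 for Atf3 and had the same sign as at 180 min for the other genes. No explanation was tested for single genes.

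Time points of a stimulus differed. With Bic, 17 genes differed between 45 and 15 min and 366 between 45 and 180 min. With KCl, 50 differed between 15 and 45 min and 446 between 15 and 180 min. With TTXw, 1538 differed between 180 and 15 min and 1483 between 180 and 45 min. For TTXw at 180 against 15 min, 1 of 4 splits, the real one, gave as many DEG as the 1311 of a fit on these 6 samples. Against basal TTX, 1 of 8 splits gave as many as the 1473 at 180 min. At 15 min, all 8 of 8 splits gave at least the 0 DEG of the real one. Only splits that part as many pairs of the same replicate number as the real one were counted, too few for a share under 0.05. Among all 35 splits for TTXw at 180 min, 1 gave as many as the real one, itself, and the largest other number was 60 DEG. At 15 min, all 35 gave at least 0, and up to 9. For Bic and KCl, with 2 samples in a group, splits were not counted.

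Basal TTX and basal samples, which the paper shows among its principal components but does not compare gene by gene, differed in 2595 DEG. In a fit on these 7 samples, 2515 genes passed, and 1 of 12 splits that part as many pairs of the same replicate number, the real one, gave as many, with 538 in the next. These are too few for a share under 0.05, and among all 35 splits also 1, the real one, gave as many. After thinning to the smallest library, 1922 genes passed, so that depth did not account for the difference. The log2 ratio of Xist to 3 Y-linked genes was higher in the 12 samples of the TTX arm than in the other 15 (two-sided permutation test, p = 2e-05, the smallest these permutations can give). The permutations took samples as independent, although samples of one culture share its embryos. Among the other 15, group means of the ratio ranged from 0.506 at 15 min of KCl to 1.10 at 180 min of Bic. Another mix of embryos in the cultures is a candidate explanation. The median change of 21 astrocyte and oligodendrocyte markers stood at percentile 100 of random gene sets. A larger share of glial RNA may therefore be part of the difference, whether TTX or the culture led to it. An effect of 48 h of TTX cannot be told apart from these 2 explanations.

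In basal TTX, the one group of 4 samples, a sample lay far from the others for 4 of 29 values tested, where about 1 in 20 is given by chance. These were AU023762 in replicate 2, at 1.74 CPM with no counts in the others, and Fos in replicate 2, at 19.2 CPM against 6.44 for the next. The others were Junb in replicate 3, at 11.4 CPM against 14.8 for the next, and Maff in replicate 1, at 3.33 CPM against 1.16 for the next. They fell on 3 different samples, and the groups are too small to test an explanation. With each replicate left out, the log2 fold change with TTXw stayed between 3.88 and 4.77 for Fos at 45 min, between 2.04 and 2.14 for Junb at 45 min, and between 5.06 and 6.09 for Maff at 180 min.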

How the results depend on the processing

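Counts within 1.5 times the value given in the passages, and percents that moved by no more than their jackknife error from leaving out replicates, are taken as unchanged here. The cause of larger changes was not tested. The 9 alternatives include counts summed over transcripts, chosen after the data were seen. Values unchanged in this sense under every alternative were the 3477 genes of the basal comparison (from 2403 to 3811), the 2595 of basal TTX against basal (from 1922 to 2760), and the numbers of IEGs of Figure 5B called with Bic (from 28 to 33), KCl (from 22 to 32) and TTXw (from 27 to 34). The shared percents of KCl and Bic at 21DIV (from 20.1 to 32.5), of KCl at both stages (from 5.29 to 9.41), of Bic with TTXw (from 9.54 to 12.9) and of KCl with TTXw (from 7.70 to 12.7) were also unchanged, with errors of 13.6, 4.41, 3.30 and 3.88, and so was the percent of TTXw DEG peaking at 180 min (from 84.4 to 90.4, error 4.90).

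Counts thinned to the smallest library gave fewer DEG. At 21DIV there were 793 with Bic (1447 unthinned) and 545 with KCl (899). At 7DIV there were 92 with KCl (269), and 32 were shared with 21DIV (74). The interactions with stage had 237 genes for Bic (490) and 117 for KCl (242). In the stimuli experiment there were 461 with Bic (797), 344 with KCl (726), 1027 with TTXw (1592) and 63 with all 3 (144). At single time points there were 216 and 487 for Bic at 15 (411) and 45 min (896), and 451, 29 and 27 for KCl at 15 (868), 45 (92) and 180 min (92). For TTXw, there were 24 at 45 min (46) and 1095 at 180 min (1687). Between time points there were 9 for Bic at 45 against 15 min (17), 185 for 45 against 180 min (366), 29 for KCl at 15 against 45 min (50), 179 for 15 against 180 min (446), 987 for TTXw at 180 against 15 min (1538) and 904 for 180 against 45 min (1483). All 3 stimuli called 19 of the 35 IEGs (30), Bic and KCl shared 28.8% (37.1%), and 60.7% of DEG with Bic peaked at 45 min (66.6%).

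Counts summed over the transcripts of a gene gave 561 DEG with KCl at 21DIV, 448 with Bic, 416 with KCl and 83 with all 3 stimuli in the stimuli experiment, and 133 for the interaction of KCl with stage. At single time points they gave 576 and 55 for Bic at 45 and 180 min, 575, 32 and 43 for KCl at 15, 45 and 180 min, and 26 for TTXw at 45 min. Between time points they gave 6 for Bic at 45 against 15 min, 135 for 45 against 180 min, 8 for KCl at 15 against 45 min and 289 for 15 against 180 min. Bic and KCl shared 32.1%.

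The likelihood ratio test gave 32 DEG with Bic at 7DIV, 465 with KCl at 7DIV and 118 shared by both stages with KCl. It gave 878 and 604 genes for the interactions of Bic and KCl with stage. In the stimuli experiment it gave 141 and 179 for KCl at 45 and 180 min, 9 and 74 for TTXw at 15 and 45 min, 29 and 569 for Bic at 45 against 15 and 180 min, and 103 for KCl at 15 against 45 min. The shares at the peak were 62.6% for Bic and 70.3% for KCl.

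Without the filter on low counts there were 93 DEG with Bic and 474 with KCl at 7DIV, and 148 with KCl at both stages. The interactions had 829 genes for Bic and 699 for KCl. There were 150 for KCl at 180 min, 10 and 104 for TTXw at 15 and 45 min, 45 for Bic at 45 against 15 min and 90 for KCl at 15 against 45 min, and 71.2% of DEG with KCl peaked at 15 min. DESeq2 gave 26 DEG with Bic at 7DIV, 784 and 510 genes for the interactions of Bic and KCl, and 68.5% of DEG with Bic at their peak at 45 min. The RLE size factors and filterByExpr changed none of these numbers by more than 1.5 times.

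The fit on the compared groups only gave 431 DEG with KCl at 21DIV, 2 with Bic at 7DIV, 47 with KCl at both stages and 132 for the interaction of KCl. It gave 179 for KCl at 180 min, 627 for Bic at 45 against 180 min and 157 for KCl at 15 against 45 min, with peak shares of 65.5% for Bic and 72.8% for KCl.

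With the replicate number as a block there were 309 and 129 genes for the interactions of Bic and KCl, 522 DEG with Bic and 93 with all 3 stimuli, 199 and 585 for Bic at 15 and 45 min, 567, 36 and 60 for KCl at 15, 45 and 180 min, and 68.8% of DEG with Bic at their peak at 45 min. The mean correlation of residuals was 0.0199, -0.0459 and -0.0109 for pairs of the same number at 7DIV, at 21DIV of the maturation experiment and in the stimuli experiment, and -0.00818, 0.0211 and 0.00452 for pairs of different numbers.

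Leaving out one replicate at a time, there were from 455 to 1205 DEG with KCl and from 1132 to 1811 with Bic at 21DIV, from 133 to 262 with KCl at 7DIV, and from 48 to 96 shared by both stages. The interactions ranged from 274 to 713 for Bic and from 100 to 495 for KCl. In the stimuli experiment, there were from 566 to 769 with Bic, from 475 to 681 with KCl, from 1250 to 1633 with TTXw and from 94 to 164 with all 3. At single time points, the ranges were from 249 to 436 and from 588 to 892 for Bic at 15 and 45 min, from 591 to 879, from 30 to 108 and from 39 to 60 for KCl at 15, 45 and 180 min, and from 0 to 1 for TTXw at 15 min, where 758 genes had an unadjusted p under 0.05. Bic and KCl shared from 32.7% to 39.0%, and the peak shares ranged from 66.2% to 67.9% for Bic and from 76.1% to 79.2% for KCl. Groups of 2 samples were not reduced, so these ranges leave out their share of the noise.

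The share of PC1 with the variance stabilizing transformation was 84.3% and with all genes 49.3% over the maturation experiment, and 76.5% and 40.6% over the stimuli experiment. It was 58.1% and 33.65% within 21DIV. With the transformation it was 40.7% within 7DIV, 52.3% for Bic and KCl and 63.8% for TTXw.

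Among the genes named, 106 pairs of a gene and a comparison were followed under the alternatives. For other genes of Figure 5B, only the number called was recomputed. Of the 942 values, 887 were on the same side of the threshold, 50 fell below it, 5 rose above it and 0 changed direction. Thinning gave 18 of those below, summed transcripts 11, DESeq2 9 and the block 7. For 4 of these 9 DESeq2 gave no adjusted p, so they were not tested there, and 1 value counted on the same side was not either. With one replicate left out, 573 of 608 values were on the same side, 29 fell below, 6 rose above and 0 changed direction. The size factors of DESeq2 and RLE moved the absolute value of the median log2 fold change by at most 0.0167 and 0.0164. A change of sign is not counted there, so the shift itself can be larger.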

Differences from the paper's values

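The paper reports 443 DEG with KCl at 7DIV, and 269 were found here. Of the alternatives set before the data were examined, DESeq2 (389), the likelihood ratio test (465) and no filter on low counts (474) closed the gap. The RLE size factors, filterByExpr, thinning, the fit on the compared groups only and the replicate block did not. With Bic at 7DIV the paper reports 39 DEG and 0 were found, with 846 genes at an unadjusted p under 0.05. DESeq2 (26) and the likelihood ratio test (32) closed this gap, and the other alternatives, among them no filter (93), did not. KCl at 7DIV and 21DIV share 115 DEG in the paper and 74 here, a gap closed by DESeq2 (100), the likelihood ratio test (118) and no filter (148), and by none of the others. The likelihood ratio is the statistic listed in the paper's supplementary tables.

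In the paper's supplementary table of time points, 291 genes are listed for KCl at 45 min, against 92 here, a gap that no alternative set before the data were examined closed, with 141 from the likelihood ratio test as the nearest. For Bic at 180 min the paper lists 159 against 92, closed by the fit on the compared groups only (138), the likelihood ratio test (132) and no filter (127), and by no other. For KCl at 180 min the paper lists 207 against 92, closed by the fit on the compared groups only (179), the likelihood ratio test (179) and no filter (150), and by no other.

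PC1 carries about 41% in Fig. 2D, read by eye, for 7DIV, against 16.6% here. It carries about 48% in Fig. 4B, read by eye, for Bic and KCl, against 28.1%, and about 57% in Fig. 4B, read by eye, for TTXw, against 37.5%. The variance stabilizing transformation of DESeq2 gave 40.7%, 52.3% and 63.8% and closed these gaps, and all genes in place of the most variable ones did not.

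Of 78 log2 fold changes of named genes set beside the supplement, 2 differed by more than the standard error. Zbed5 at 45 min of Bic is at -1.73 in the paper and was at -2.72 here, and Slc44a5 at 180 min of TTXw is at -1.77 in the paper and was at -2.07 here. None of the alternatives set before the data were examined closed these gaps.

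The paper's legend to Figure 1I gives 14 samples at 7DIV, where 15 were mapped, as in its legend to Figure 2. For KCl at 15 min, the paper's text gives 925 DEG and its supplementary table 918, and 868 were found here.

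The paper names Grin2a among the genes higher at 21DIV. Here it had few counts, and without the filter its log2 fold change was 0.31. Whether some reads of Grin2a lie on the transcripts that matched no gene symbol was not resolved. Grin2c, which the paper also names, passed without the filter and in the fit on all samples of the maturation experiment, and not otherwise. The paper lists 35 IEGs as changed by all treatments. Here Sik1 passed with none and Pax1 not with Bic or KCl, both with few counts, and Egr1, Egr4 and Adm not with KCl. The likelihood ratio test and the fit on the compared groups only each called 32 of the 35 with KCl, against 30 here. The paper describes the responses of Egr4 and AU023762 to the 3 treatments as similar, where Egr4 did not pass with KCl (log2 fold change of 0.44 at 180 min) and AU023762 not with TTXw, under any alternative run. The paper has the profile of Arc follow the peak of each treatment, where with TTXw here it was higher at 45 min (1.91) than at 180 min (1.45).

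Of the genes of degradation and autophagy that the paper names as downregulated, without giving the stimulus for each, none passed as lower with all 3 stimuli here. With TTXw, Ulk1 (-0.30) and Ulk2 (-0.56) fell less than 1.5-fold at 180 min, and Ufl1 was higher at 45 min (1.17). Some settings called genes as lower that did not pass here. These were Ufl1 with Bic in the likelihood ratio test and in the fit on the compared groups only, Ulk2 with Bic after thinning and with TTXw with the replicate block, and Derl3 with TTXw in the likelihood ratio test. Leaving out single replicates also called Ulk2 with Bic and TTXw and Derl3 with TTXw. The paper has its first cluster for Bic hold the highest proportion of genes, where its supplementary table holds 394 genes in the second cluster, of which the 363 tested here had a mean log2 fold change of -0.91 at 45 min, and 262 in the first.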

Other observations

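In this part, the tests of 4-aminopyridine, of glial markers with KCl, of the direction of change in the other experiment and of the correlation at constant length or GC content were chosen only after the result was seen.

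Both experiments hold KCl and Bic at 15 and 180 min of 21DIV. Across 6665 genes with an average log2 CPM of at least 4, the Spearman correlation of the log2 fold changes between the experiments was -0.0668 for KCl at 15 min, 0.175 for KCl at 180 min, 0.124 for Bic at 15 min and 0.0705 for Bic at 180 min. For the 35 IEGs of Figure 5B it was 0.0751, 0.563, 0.216 and 0.652. Within the stimuli experiment, KCl and Bic were compared at 15 min (0.773), at 45 min (0.663), and at 15 min of KCl with 45 min of Bic (0.744). Within the maturation experiment, KCl at 15 and 180 min was compared with Bic at 180 min (0.704 and 0.747). Between the experiments, Bic at 180 min of the maturation experiment and KCl at 15 min of the stimuli experiment had a correlation of -0.306. No p is given, since genes are not independent. The experiments shared 179 DEG with KCl (55.6 expected by chance) and 291 with Bic (98.2 expected). Taken at the largest change of each gene, which can be at different time points, 103 of the 179 and 98 of the 291 changed in the same direction. At the same time point, genes called at 180 min in the stimuli experiment changed in the same direction in the maturation experiment for 70 of 83 higher and 9 of 9 lower genes with Bic, and for 54 of 59 higher and 19 of 31 lower genes with KCl. Of the genes called at 180 min in the maturation experiment, the share in the same direction in the stimuli experiment was 57.4% (higher) and 48.99% (lower) with Bic, and 68.0% (higher) and 63.8% (lower) with KCl. With Bic at 15 min, it was 65.5% of 284 higher and 60.0% of 120 lower genes called in the stimuli experiment, and 6 of 6 called in the maturation experiment.

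Several explanations were tested. When KCl and Bic changes within an experiment were computed against different basal libraries, their mean correlation went from 0.551 to 0.207 in the maturation experiment and from 0.624 to 0.297 in the stimuli experiment, so noise of shared basal libraries may account for part of the correlation within experiments. Counting noise did not account for the low correlation for KCl at 15 min, which was -0.0951 over 1304 genes with an average log2 CPM of at least 7. Over these genes it was 0.227 for KCl at 180 min and 0.211 for Bic at 15 min, higher than over all 6665, so counting noise is not excluded there, and 0.0521 for Bic at 180 min. The 4-aminopyridine was given with Bic only, in the maturation experiment. It could not lower the correlation for KCl (-0.0668 at 15 min), and its effect on that for Bic was not tested. The GC content of transcripts had a correlation of -0.0352 and their length of 0.101 with the change at 15 min of KCl in the stimuli experiment, and for length it was -0.245 in the maturation experiment. With length held constant, the correlation between the experiments for KCl at 15 min was -0.0418 over 6573 genes (-0.0650 without), and with GC content held constant -0.0640, so neither accounted for the low correlation. Glial markers stood at percentile 100 of random gene sets at 15 min of KCl in the stimuli experiment and at 0.55 in the maturation experiment. They also stood at percentile 100 for KCl at 45 min, Bic at 15 and 45 min and TTXw at 180 min in the stimuli experiment, and at 0.02 for KCl and at the lowest for Bic at 180 min in the maturation experiment (median log2 fold change of -0.86). In the maturation experiment, astrocyte markers alone stood at percentile 43.06 at 15 min and 5.91 at 180 min of KCl. Oligodendrocyte markers alone stood at 2.69 and 0.44. Thus different shares of glial RNA in the wells could contribute. At 15 min of KCl in the maturation experiment, the low values were those of oligodendrocyte and not of astrocyte markers. A biological difference between the experiments cannot be told apart from the explanations that remain. These are noise of basal libraries, glial RNA, 4-aminopyridine for Bic and, for KCl at 180 min and Bic at 15 min, counting noise. For KCl at 15 min, reads spread at a low level over many genes in the maturation experiment also remain, which was not tested.

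Of the genes lower at 15 min of KCl, 38.2% of 317 from the stimuli experiment and 44.03% of 352 from the maturation experiment were below basal in the other experiment. Of the genes higher at 15 min of KCl, 54.7% and 51.1% were above basal in the other experiment. At 180 min of KCl the shares of lower genes were 61.3% and 63.8%, and for Bic at 180 min, 48.99% of 790 lower genes of the maturation experiment. With KCl at 15 min the shares are near or under 50%, and a difference between wells that is not a response to KCl may underlie part of these genes, higher and lower.

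Against basal samples without TTX, the 35 IEGs after TTXw had mean log2 fold changes of -1.72 at 15 min, -0.86 at 45 min and -0.50 at 180 min, with 1, 11 and 13 of the 35 genes higher. This comparison includes the difference between basal TTX and basal.

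The 21 astrocyte and oligodendrocyte markers tested were all higher at 21DIV than at 7DIV in basal samples, with a median log2 fold change of 2.56. After thinning it was 2.58 over 20 markers, so depth did not give this difference. The 7 markers of proliferating cells tested were all higher too, but with a median of 0.61, at percentile 94.3 of random gene sets and inside the range of 95% of them. More or more mature glia after a longer time in culture are a candidate explanation that was not tested further. For the basal comparison as a whole, 1 of 4 splits of the 6 samples, the real one, gave as many DEG, with too few splits for a share under 0.05, also among all 10.

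At equal depth, 21DIV samples of the maturation experiment had between 14858 and 18078 detected genes, and 7DIV samples between 13478 and 14049. Over the 13 samples at 21DIV, the number of detected genes was correlated with the counts on olfactory and vomeronasal receptor genes, which neurons of the cortex may use little, with r = 0.921 (permutation test, two-sided, p = 0.0002, adjusted p = 0.0004) and rho = 0.770 (permutation test, two-sided, p = 0.00308, adjusted p = 0.00616). Without the 2 most distant samples r was 0.812, and it was 1 of 2 relations computed. Reads spread at a low level over many genes are a candidate explanation. These receptor counts, scaled to library size, were between 25.98 and 248.8 at 21DIV and between 8.42 and 31.3 at 7DIV. No biological explanation was tested.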
